# Tracking the Elusive Function of *Bacillus subtilis* Hfq

**DOI:** 10.1371/journal.pone.0124977

**Published:** 2015-04-27

**Authors:** Tatiana Rochat, Olivier Delumeau, Nara Figueroa-Bossi, Philippe Noirot, Lionello Bossi, Etienne Dervyn, Philippe Bouloc

## Abstract

RNA-binding protein Hfq is a key component of the adaptive responses of many proteobacterial species including *Escherichia coli*, *Salmonella enterica* and *Vibrio cholera*. In these organisms, the importance of Hfq largely stems from its participation to regulatory mechanisms involving small non-coding RNAs. In contrast, the function of Hfq in Gram-positive bacteria has remained elusive and somewhat controversial. In the present study, we have further addressed this point by comparing growth phenotypes and transcription profiles between wild-type and an *hfq* deletion mutant of the model Gram-positive bacterium, *Bacillus subtilis*. The absence of Hfq had no significant consequences on growth rates under nearly two thousand metabolic conditions and chemical treatments. The only phenotypic difference was a survival defect of *B*. *subtilis hfq* mutant in rich medium in stationary phase. Transcriptomic analysis correlated this phenotype with a change in the levels of nearly one hundred transcripts. Albeit a significant fraction of these RNAs (36%) encoded sporulation-related functions, analyses in a strain unable to sporulate ruled out sporulation *per se* as the basis of the *hfq* mutant’s stationary phase fitness defect. When expressed in *Salmonella*, *B*. *subtilis hfq* complemented the sharp loss of viability of a *degP hfq* double mutant, attenuating the chronic σ^E^-activated phenotype of this strain. However, *B*. *subtilis hfq* did not complement other regulatory deficiencies resulting from loss of Hfq-dependent small RNA activity in *Salmonella* indicating a limited functional overlap between *Salmonella* and *B*. *subtilis* Hfqs. Overall, this study confirmed that, despite structural similarities with other Hfq proteins, *B*. *subtilis* Hfq does not play a central role in post-transcriptional regulation but might have a more specialized function connected with stationary phase physiology. This would account for the high degree of conservation of Hfq proteins in all 17 *B*. *subtilis* strains whose genomes have been sequenced.

## Introduction

Hfq is a RNA-binding protein that plays a crucial role in post-transcriptional regulation in many bacteria (reviewed in refs [1–3]). *Escherichia coli* Hfq (Hfq_Ec_) was first shown to be required for RNA phage Qß replication [4], but its function in uninfected host cells remained unknown for a long time. In 1994, the discovery of phenotypes associated with *hfq*_*Ec*_ insertion mutants revealed that Hfq_Ec_ was important for bacterial physiology [5], but the origin of these phenotypes was only progressively uncovered through the discovery of Hfq-dependent regulatory RNAs.

Base-pairing association of regulatory RNAs with RNA-partner molecules is a conserved mechanism to regulate gene expression. In bacteria, regulatory RNAs, usually small and noncoding, affect mRNA translation and stability to modulate numerous processes, including plasmid replication, envelope homeostasis, iron homeostasis, virulence and central metabolism (reviewed in ref. [6]). Small RNAs (sRNAs) that are expressed from genetic regions unlinked to their targets are referred to as *trans*-encoded RNAs; in these instances, base-pairing is often imperfect with a limited nucleotide complementarity.

In many bacteria including *E*. *coli*, *Salmonella* and *Vibrio*, Hfq is required for the activity of most, if not all, *trans*-encoded RNAs. Hfq protects sRNAs against degradation by ribonucleases and is thought to stimulate pairing with their targets [7]. As a result, Hfq alterations in these organisms typically produce highly pleiotropic effects. While most of these affects can be ascribed to the loss of sRNA-mediated regulation, some evidence suggests that Hfq can also affect gene expression directly, via sRNA-independent pathways [8].

Orthologs of the *hfq* gene are found in about half of the bacterial genomes [9]; however, their involvement in RNA regulatory mechanisms is sometimes unclear, in particular within the *Bacilli* class (*i*.*e*., *Staphylococcus aureus*, *Listeria monocytogenes* and *Bacillus subtilis*). While the Staphylococcal Hfq (Hfq_Sa_) structure has been known for more than ten years [10], there is little information about its activity. In several pathogenic isolates, Hfq_Sa_ is either poorly or not expressed [11–13] and consistently, deletion of its gene does not impact the physiology of these isolates [11]. On the other hand, in strains where Hfq_Sa_ has been detected, deletion of *hfq*_*Sa*_ reportedly affected strain toxicity and virulence [13]. Although Hfq_Sa_ was shown to associate with RNAs *in vitro*, no discernible effect on sRNAs mediated translational repression has been demonstrated *in vivo* [12,14–16], therefore questioning the role of Hfq_Sa_ in this type of regulation. In addition, Hfq_Sa_ cannot complement for the absence of its homolog in *Salmonella*, Hfq_STM_ [17], indicating that the two proteins are not functionally equivalent.

Deletion of the *L*. *monocytogenes hfq* gene (*hfq*_*Lm*_) did not affect growth, except upon salt, ethanol or Triton X-100 exposure [18]. Three RNAs binding Hfq_Lm_ were identified [19]. One of them, LhrA, down-regulates expression of three genes and its stability is affected in an Hfq-dependent manner [20,21]. However, Hfq_Lm_-dependent sRNA stability does not seem to be a general feature, since the abundance of other twelve sRNAs was not affected by Hfq_Lm_ [22], and a comparative transcriptome analysis of the *hfq*_*Lm*_ mutant with its isogenic parental strain also indicated that none of the identified sRNAs were affected by the absence of Hfq [23]. Recent structural studies indicate that Hfq_Lm_-RNA interactions differ from those established by the Hfq proteins of other Gram-positive bacteria [24,25].

Several recent studies point to a minor role of Hfq_Bs_ in *B*. *subtilis* physiology. The growth rates of *hfq*_*Bs*_ mutants in glucose-supplemented minimal media are identical to those of the corresponding wild-type strains [26,27]. Hfq_Bs_ associates *in vivo* with sRNAs and the 5’ leader regions of some mRNAs and its absence affect the abundance of few sRNAs [28]. In at least one case, Hfq_Bs_ was implicated in the translation of an mRNA (*ahrC*) [29,30]. However, the regulatory activities of several sRNAs were found to be Hfq_Bs_-independent [26,29–32]. Thus, despite the extensive knowledge on the structure of the Hfq protein from *B*. *subtilis* and other Gram-positive bacteria, the physiological role(s) of these proteins remain(s) poorly understood.

In this study, we have carried out a systematic and comprehensive analysis of the physiology of an Hfq_Bs_ deletion mutant as compared to the wild type strain. We discovered that the main consequence of the *hfq*_*Bs*_ deletion is a decreased fitness in stationary phase. This defect correlated with a change in the levels of approximately 100 transcripts including transcripts related to sporulation and to Type-I toxin-antitoxin (TA) systems. However, we found the fitness defect to be independent of sporulation process and of the presence of *txpA*-RatA and *bsrE*-as-BsrE Type-I toxin-antitoxin (TA) systems. While this work was under way, an article describing a similar analysis of a *B*. *subtilis hfq* mutant appeared in the press [27]. The results of latter study concord with ours in some aspects (stationary phase fitness phenotype) but differ in others (transcriptional profiling). We discuss possible sources of these discrepancies. Overall, however, the results from the two studies point to the conclusion that *hfq*_*Bs*_ is not a major player of sRNA-mediated regulation but its integrity is essential to ensure the bacterial survival under starvation conditions.

## Results

### Patterns of *hfq*_*Bs*_ expression

In the course of a large scale transcriptome study, we observed that *hfq*_*Bs*_ is transcribed under all conditions tested, with initiation occurring at three distinct promoters: *i*) a σ^A^-dependent promoter located upstream *miaA*, *ii*) a σ^H^-dependent promoter upstream *hfq*_*Bs*_ active in stationary phase (see also [33]) and *iii*) an early stage sporulation promoter (σ^EF^) leading to *ymaF-miaA-hfq*_*Bs*_ transcript (S1 File and ref. [34]). Two recent studies used translational gene fusions to the chromosomal *hfq*_*Bs*_ locus to measure Hfq_Bs_ expression levels as a function of the growth phase in synthetic media. While the first study concluded that Hfq levels increase in cells in stationary phase [28], the second study reported no significant difference between all growth phases [27]. We also independently constructed a strain with the *hfq*_*Bs*_ gene terminally fused to the peptide affinity (SPA) tag (containing three FLAG epitope repeats). The resulting strain, BSB1 *hfq*_*Bs*_::SPA (TR229), expresses the Hfq_Bs_::SPA protein under the control of the *hfq*_*Bs*_ native promoter as a unique source of Hfq. When TR229 is grown in rich medium (LB), Hfq_*Bs*_::SPA significantly accumulates during the transition from exponential to stationary phase as revealed by Western blotting (Fig 1).

**Fig 1:**
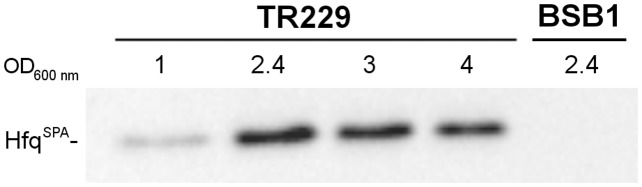
Expression of Hfq_Bs_ during growth. Cultures of strain carrying *hfq*_*Bs*_ *-spa* translational fusion (TR229) or wild-type strain (BSB1) were performed in LB medium at 37°C under vigorous agitation. Harvested cells from exponential, early and late transition and stationary phase cultures (OD_600nm_ 1, 2.4, 3 and 4, respectively) were lysed by sonication and 2.75 μg of total protein extracts of each sample were separated by electrophoresis in 12.5% SDS-PAGE. Hfq_Bs_^SPA^ was detected by immunoblotting using anti-FLAG M2 antibodies (Sigma).

### High throughput phenotypic analysis of the Δ*hfq*_*Bs*_ mutant

In many bacteria, defective phenotypes resulting from Hfq inactivation can be revealed by exposing cells to stress conditions (*e*.*g*., oxidative stress, iron starvation, high temperature). Therefore, we sought to identify possible phenotypic alterations by comparing the growth of wild-type *B*. *subtilis* (BSB1, ref. [34]) and its isogenic Δ*hfq* derivative (TR223, *cf*. Material and Methods) under numerous conditions. Nearly two thousand conditions were tested by performing a phenotype microarray analysis (*cf*. Material and Methods) [35]. No growth differences were observed between the two strains when tested for the utilization of various carbon, nitrogen, phosphorus and sulfur sources, or when cells were subjected to nutrient upshifts or conditions affecting osmolarity or pH (S2 File). Beside a resistance to amphenicol of Δ*hfq*_*Bs*_ strain associated with presence of a chloramphenicol cassette in the mutant strain, very few effects related to chemicals were detected. The phenotype microarray analysis suggested that the Δ*hfq* strain could be more resistant to compound 48/80 and more sensitive to the 2,4-Diamino-6,7-diisopropylpteridine and cetylpyridinium as compared to the wild-type strain. However, further tests showed these observations to be artifacts of the microarray analysis since no growth differences exist between the wild-type strain and its Δ*hfq* derivative grown in the presence of these three compounds (S2 File). We concluded that Hfq_Bs_ does not affect the growth rate or growth yield of *B*. *subtilis* under any of the tested conditions. Thus, Hfq_Bs_ does not appear to have the same impact on adaptation responses as its homologs in enteric bacteria.

### Hfq_Bs_ improves survival in stationary phase

One of the three promoters transcribing the *hfq*_*Bs*_ gene is under the control of σ^H^ (S1 File, ref. [33]). This alternative sigma factor directs the transcription of genes required for cellular adaptation during transition from exponential to stationary phase, including induction of sporulation, genetic competence or biofilm development [36,37]. The observed increase in the amount of Hfq_Bs_ in transition and stationary phases (Fig 1 and ref [28]) likely reflects activation of *hfq*_*Bs*_ transcription from the σ^H^ promoter. We wondered whether Hfq_Bs_ activity could be linked to σ^H^-dependent phenotypes. The ability of wild-type and Δ*hfq*_*Bs*_ strains to form biofilms or to uptake exogenous DNA was monitored, but no significant difference was observed (S3 File and Fig 2).

**Fig 2:**
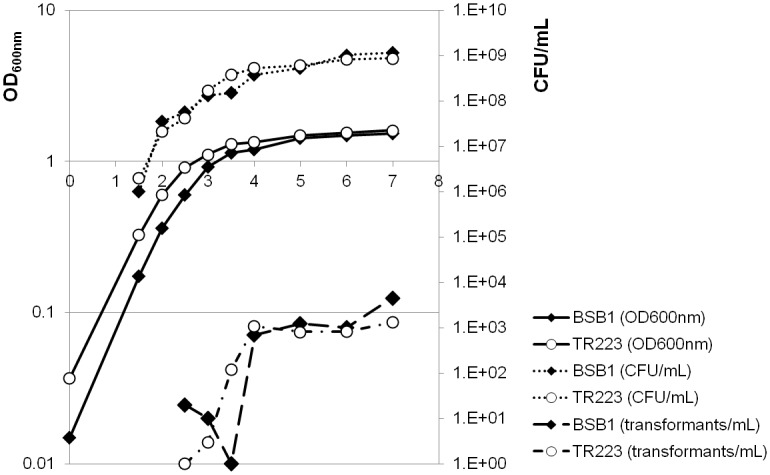
Competence efficiency. The apparition and the proportion of competent cells in cultures of wild-type (BSB1) and Δ*hfq* mutant (TR223) strains were monitoring by calculating the number of cells able to integrate an antibiotic resistance gene in their chromosomal DNA during the competence process development.

We also considered that Hfq_Bs_ could contribute to *B*. *subtilis* survival in stationary phase. To assess this possibility, we compared the viability of *hfq*_*Bs*_^+^ and Δ*hfq*_*Bs*_ strains in co-cultures in rich medium. Each strain had a specific antibiotic resistance gene—either *cat* (chloramphenicol) or *spc* (spectinomycin)—inserted either in the *hfq*_*Bs*_ gene (alleles Δ*hfq*_*Bs*_::*cat* and Δ*hfq*_*Bs*_::*spc*) or in the intergenic region (*igr*) between *hfq*_*Bs*_ and *ymzE* (alleles *igr*::*cat* and *igr*::*spc*). The permutation of resistance markers allowed correcting for possible loss of fitness arising from the antibiotic resistance gene. Samples from the co-cultures were plated on selective media and survival was assayed counting the corresponding colony forming units (CFU). This analysis revealed that the loss of *hfq*_*Bs*_ results in a decreased survival in aging cultures (Fig 3A). This is in agreement with data recently reported and shows that *hfq*_*Bs*_ positively affects the survival of bacterial cells independently of the growth medium (*i*.*e*. minimal CS-glucose [27] *vs* LB [this study]).

**Fig 3:**
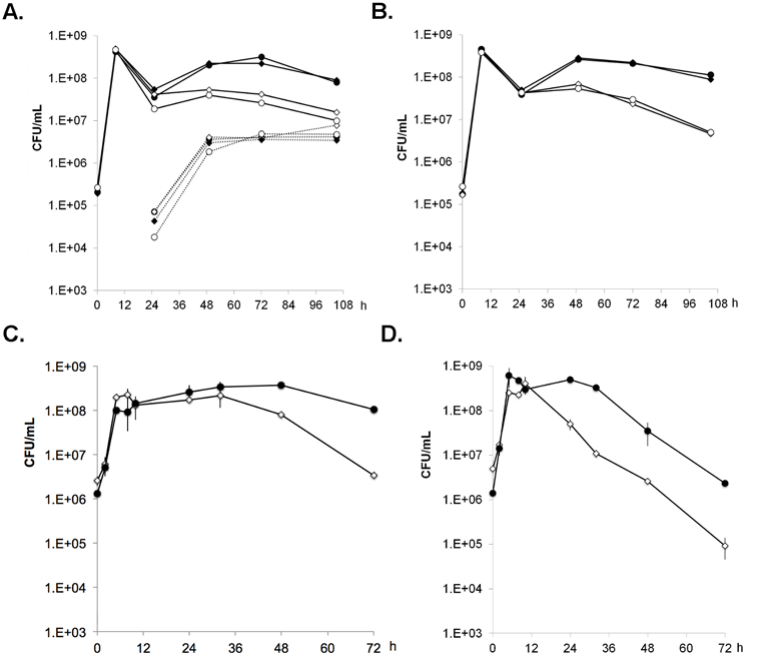
Survival of *B*. *subtilis* Δ*hfq*_*Bs*_ in competition with *hfq*-expressing strain. A) Co-cultures were performed with *hfq*_*Bs*_-expressing strain and Δ*hfq*_*Bs*_ mutant in LB medium and incubated at 37°C during 5 days. An antibiotic resistance gene (*cat* or *spc*) was inserted in the intergenic region *hfq-ymzE* (control, black) or in replacement of the *hfq*_*Bs*_ coding sequence (mutant, white). Each population was numbered on LB plates supplemented with spectinomycin or chloramphenicol. To number spores, samples were incubated 15 min at 80°C before plating (dot lines). Two combinations of co-cultures were performed using two sets of isogenic strains (●) TR247 (*hfq*_*Bs*_^+^ *igr*::*cat*) and (◊) TR232 (Δ*hfq*_*Bs*_::*spc igr*+) or strains (○) TR223 (Δ*hfq*_*Bs*_::*cat igr*+) and (♦) TR241 (*hfq*_*Bs*_^+^ *igr*::*spc*). B) The same experiments were performed with sporulation-deficient derivative strains (*sigE*::*erm*). The two co-cultures were performed using strains (●) TR243 and (◊) TR237 or strains (○) TR235 and (♦) TR245. C) Competition experiments were performed with TR259 and TR255 strains which are deleted of the *bsrE*-asBsrE type 1 TA and express (●) or not (◊) Hfq_*Bs*_. D) Competition experiments were performed with the TF8A (*txpA*-RatA deleted) derivative strains using Δ*hfq*_*Bs*_ TR248 (◊) and control TR252 (●) strains.

### Transcriptome analysis of the *hfq*_*Bs*_ mutant: RNA changes in stationary phase

In *Enterobacteria*, loss of Hfq results in a reduced stability of many sRNAs and the concomitant deregulation of the corresponding mRNA targets under unperturbed conditions (reviewed in refs. [1–3]). Differences in RNA patterns between the wild-type and Δ*hfq* strains of *B*. *subtilis* could reveal potential Hfq_Bs_-targets and possibly provide insight into the molecular basis for the observed stationary phase phenotype. Therefore, the transcriptomes of these two strains were analyzed by comparing tiling array hybridization profiles of RNAs extracted from cells cultured in rich medium (LB) at two different growth stage: *i*) exponential phase (OD_600nm_ = 0.5) and *ii*) 5 hours after the onset of stationary phase. 

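For the exponential phase, RNA of the wild-type strain BSB1 and of its isogenic Δhfq::cat mutant (TR223), taken at an OD600 of 0.5, was hybridized on 4 tiling arrays, with 2 biological replicates per strain. A tiling array carries probes along both strands of the chromosome, so that RNAs outside annotated genes are measured as well. From the array identifiers in the labels, both replicate 1 arrays were taken to share a slide, and each replicate 2 array to lie on a slide of its own. The authors combined the probe signals into 1 value per transcript, quantile-normalized the values between arrays and deposited them on the log2 scale. The deposited values cover 5875 features, of which 4292 were annotated coding sequences or RNAs and 1583 were the transcribed regions S1 to S1583 of the structural annotation. The 138 features without a value in any array, whose median length was 69 nt where known, were left out here, which left 5737. The median of each array was 9.62, since quantile normalization gives every array the same distribution. Across features, Pearson correlation was 0.996 between the wild-type and mutant arrays of replicate 1 and 0.970 between those of replicate 2, against 0.957 between the wild-type replicates and 0.964 between the mutant replicates. Between arrays of different strain and number, it was 0.971 for wild-type replicate 2 with mutant replicate 1 and 0.959 for wild-type replicate 1 with mutant replicate 2, so that the replicate 2 arrays were no closer to each other than wild-type replicate 2 was to mutant replicate 1. Still, the direction of largest spread between the arrays (first principal component, 64.6% of the variance, hfq left out) followed the replicate number. Scores on it were -27.5 and -19.6 for wild-type and mutant replicate 1, and 22.6 and 24.5 for wild-type and mutant replicate 2. The strains were compared with limma on the deposited values, without a replicate term, a choice made here. P-values were adjusted by the Bonferroni-Holm method with a threshold of 0.05, as the methods state. Only 2 arrays per strain limit the precision, and an exact permutation test of 2 against 2 arrays cannot go below a two-sided p of 0.333. The deposited values used here hold no stationary phase arrays.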

Transcripts were positioned on our *B*. *subtilis* 168 structural annotation map [34] and changes were investigated by differential expression analysis (*cf*. Material and Methods).

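The deleted gene was examined first, because it checks the labels of the arrays. The hfq feature (BSU17340, formerly ymaH) spans positions 1867373 to 1867594 of the chromosome, the coding sequence that the cat resistance gene replaces in the mutant, and 8 probes target it according to the S1 Table. Its log2 value was 10.52 and 10.97 in the wild-type arrays of replicates 1 and 2, and 5.653 and 6.04 in the mutant arrays. The former was the lowest of its array, so the floor of the scale limits the size of the difference. The mean was 10.74 ± 0.32 (SD, n = 2) in the wild-type and 5.85 ± 0.27 (SD, n = 2) in the mutant, a log2 fold change of -4.90 with a standard error of 0.30. The unadjusted p of hfq from limma was 5.38e-05, and its Holm-adjusted p over all features was 0.309, above the threshold. Adjusted over the list alone of the 13 named genes with a value, by the Benjamini-Hochberg method, the limma p of hfq was 6.99e-04. The alternative that moved the adjusted p over all features most downwards, variance moderation with an intensity trend and robust estimation, gave 0.213.

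Over all features, 0 passed the threshold in limma with Holm adjustment and 0 with Benjamini-Hochberg adjustment, and 1, hfq, had an unadjusted p under 0.05. At the median standard error of 0.30, a log2 fold change of 7.74 would have been needed to pass the first Holm step, on arrays whose values span 10.81. Without regard to any test, 18 features differed at least 2-fold between the strains in replicate pair 1 and 433 in replicate pair 2. For comparison, 915 features differed at least 2-fold between the wild-type replicates and 564 between the mutant replicates. Only hfq differed at least 2-fold the same way in both pairs, by -4.87 in pair 1 and -4.93 in pair 2 on the log2 scale, while 14 features did so in opposite directions.

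**Figure D1:**
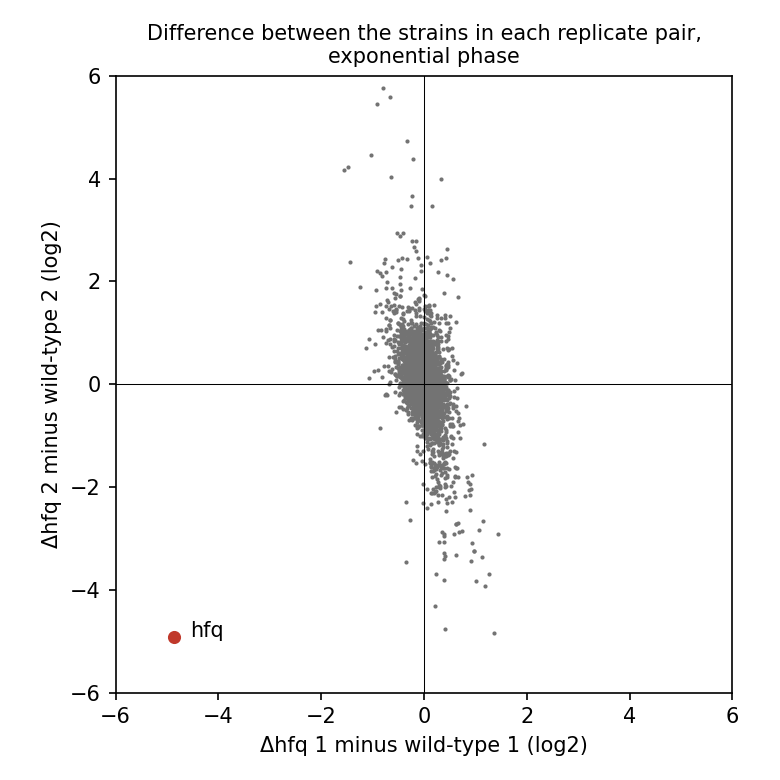
Difference between the Δhfq mutant and the wild-type in replicate pair 1 (horizontal axis) and in replicate pair 2 (vertical axis), on the log2 scale, with 1 point for each of the 5737 features and hfq in red. Besides hfq, the points stretch from -1.55 to 1.45 along the axis of pair 1 and from -4.84 to 5.77 along that of pair 2.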

Somewhat surprisingly, the RNA profiles from exponentially growing cells were identical in the wild-type and Δ*hfq*_*Bs*_ strains, except for the obvious absence of the *hfq*_*Bs*_ RNA in the Δ*hfq*_*Bs*_ mutant (S4 and S5 Files). 

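The features of FsrA, RatA, RoxS and as-bsrE were found in the deposited values through the identifiers and coordinates of the S1 Table. FsrA (S512, positions 1483539 to 1483640, 3 probes) had log2 values of 12.40 and 14.67 in the wild-type replicates, RatA (S976, positions 2678362 to 2678577, 7 probes) 11.05 and 12.45, RoxS (S415, positions 1233399 to 1233524, 3 probes) 12.19 and 15.25, and as-bsrE (S718, positions 2069984 to 2070118, 4 probes) 11.17 and 11.58. All of these values lay above the array median. FsrA and RoxS differed between the wild-type replicates by more than 2 on the log2 scale, with SDs of 1.60 for S512 and 2.16 for S415. The files carry no detection call per feature, and probes differ in how strongly they bind, so that a level is not compared between features. The other sRNAs of unknown function are not listed by name in the text and were not singled out.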

Many regulatory sRNAs were detected, including FsrA [31] (S512), RatA [26] (S976), RoxS (Ncr22 or S415) [32,38,39] (alias RsaE in *S*. *aureus* [15,40]), as-*bsrE* (Ncr1019, S718) as well as 16 other sRNAs of unknown function. None of these sRNAs, nor their known mRNA targets were affected by the absence of Hfq_Bs_ (S5 File and S1 Table). Thus, Hfq_Bs_ does not appear to influence *B*. *subtilis* RNA patterns during the exponential phase to any significant extent, at least in cells grown in rich medium. 

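In the Δhfq mutant, S512 (FsrA) averaged 14.27 ± 2.45 (SD, n = 2) against 13.54 ± 1.60 in the wild-type, a log2 fold change of 0.74 with a standard error of 1.44. The mutant exceeded the wild-type by 0.14 in replicate pair 1 and by 1.34 in replicate pair 2. The log2 fold change was -0.15 (standard error 0.69) for S976 (RatA), -0.25 (standard error 1.46) for S415 (RoxS) and -0.02 (standard error 0.26) for S718 (as-bsrE). Within pairs 1 and 2, the differences were -0.09 and -0.21 for S976, -0.15 and -0.35 for S415, and 0.11 and -0.15 for S718. For each of these 4 sRNAs the difference between the strains was smaller than the larger SD of the 2 strains, and the Holm-adjusted p from limma was 1. Adjusted over the list alone, their limma p was 0.988. The SDs take in the difference between replicates, which ran the same way in both strains. With a replicate term in the fit, the unadjusted limma p was 0.14 for S512, 0.39 for S976, 0.21 for S415 and 0.91 for S718. Leaving out single arrays moved S512 most, between -0.99 without Δhfq replicate 2 and 2.47 without Δhfq replicate 1. With an array left out, the difference between replicates, which is larger than that between the strains for all 4 sRNAs, enters the comparison. For S512 and S415, the log2 fold changes equal those of the paper's S1 Table, of which the first 1999 of 5737 rows for exponential phase were at hand. This follows from the array values in those rows, which equal the deposited ones. The text gives no list of the mRNA targets, and they were not tested as a group.

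**Figure D2:**
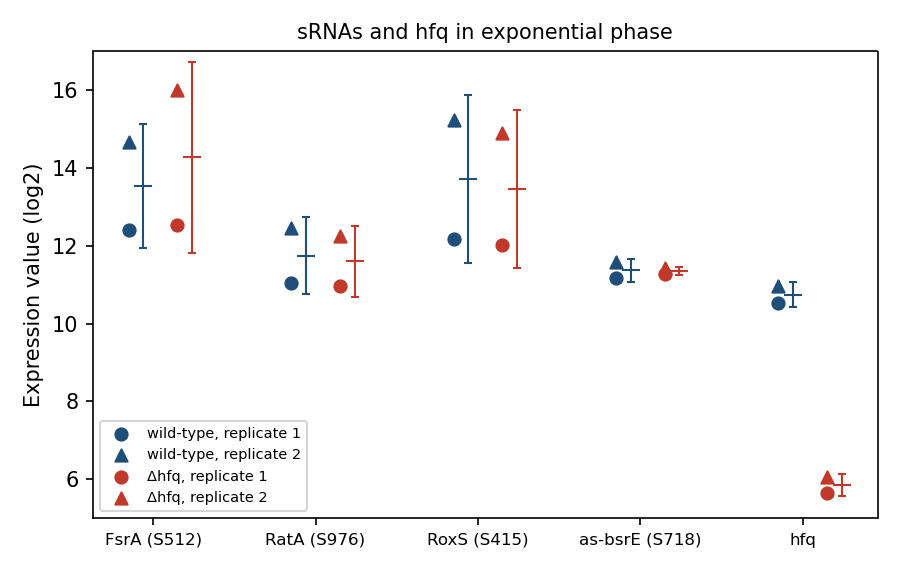
Expression values (log2) of the sRNAs FsrA, RatA, RoxS and as-bsrE and of hfq in exponential phase, with circles for replicate 1, triangles for replicate 2, blue for the wild-type and red for the Δhfq mutant, and with horizontal bars and whiskers for the mean and SD (n = 2). For each of the sRNAs the replicates lie further apart than the strains, and for hfq both mutant arrays lie below both wild-type arrays.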

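Over the 5737 features, 98.7% had a log2 fold change within 1 in either direction, and the median size of the log2 fold change was 0.12. The log2 fold change reached 1 in size in 72 features, 35 higher and 37 lower in the mutant, and for 71 of them the change did not reach 2-fold in the same direction in both replicate pairs. The differences between the strains did not repeat between the pairs, since their correlation across features, which are not independent replicates, was -0.44. Newly defined transcribed regions, which include the sRNAs, had a median log2 fold change of 0.018, and annotated genes one of -0.015. What the arrays could show was limited. In data simulated with the spread of these arrays, 200 of 5737 features were changed by 4 on the log2 scale, and 0% of the changed features were recovered with Holm adjustment, against 75.5% with Benjamini-Hochberg adjustment. The simulated arrays were drawn independently, without the spread that the deposited arrays of one replicate number share, so that these rates hold for such arrays only. From the identical RNA profiles and the unaffected sRNAs, the paper proposes that Hfq does not influence RNA patterns in exponential phase to a significant extent, at least in rich medium.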

The situation might be different in minimal CS-glucose-grown cells where 68 mRNAs and one sRNA (ncr1670; S357) were reported to be affected by Hfq_Bs_ inactivation [27].

Unlike the results from the exponential samples, 97 transcription units (representing 134 genes) were found significantly different between the wild-type and the Δ*hfq*_*Bs*_ strains in the stationary cultures (S6 File). Fold-change values and functional information are available in S1 Table. Many of the affected RNAs are from genes under the control of stationary phase-specific transcriptional regulators suggesting that Spo0A was activated in Δ*hfq*_*Bs*_ strain as exemplified by the deregulation of 18 genes of its regulon [41]. Overall, 48 out of the 134 genes are linked to sporulation. Portions of the AbrB, SigH and SigD regulons also show their expression changed in the absence of Hfq. Some genes are related to respiration and anaerobiosis: the *rex*-*ndh* operon appears upregulated in the Δ*hfq*_*Bs*_ strain whereas the *ctaDEF* operon together with the *cccA* and *qoxB* loci are down-regulated. The envelope stress response controlled by SigM is also slightly activated in the absence of Hfq (S1 Table). Besides the modifications observed for protein-coding genes, the absence of Hfq affected the amount of *i*) two sRNAs: S1022, a SigD-induced RNA [42], and S1495 (unknown function); *ii*) four riboswitches (upstream of *thiC*, *trpS*, *ileS* and *thrZ*); and *iii*) two type-I toxin-antitoxin systems (namely the antisense RNAs as-*bsrE* and *ratA* as well as the toxin *txpA*). We considered that the changes in RNA profiles might arise from the upregulation of Hfq_Bs_ in stationary phase (Fig 1) and might help explaining the mechanism responsible for Hfq_Bs_ contribution to survival under these conditions (Fig 3A).

### The survival advantage conferred by Hfq_Bs_ is independent of sporulation

Sporulation is an energy and time consuming process that is used by *B*. *subtilis* as a last resource for survival when other adaptation programs like exogenous DNA-uptake or cannibalism have failed [43]. Based on the transcriptomic profiles, we hypothesized that under nutrient deprivation, cells lacking *hfq* may enter sporulation earlier than wild-type cells, thus losing the chance to use the residual nutrients available. To test if the survival defect observed in the *hfq* mutant was dependent of sporulation, the competition experiment (see above) was repeated in cells carrying the combinations of *hfq* and *igr* alleles in the background of a sporulation-deficient (Δ*sigE*::*erm*) mutant. Results showed the Δ*hfq*_*Bs*_ deletion to still confer a survival defect in this background (Fig 3B) suggesting that the defect is maintained in vegetative cells and thus unlikely to relate to sporulation.

### The survival advantage conferred by Hfq is independent of BsrE or TxpA type 1 Toxin-Antitoxin systems

Among the RNAs affected by the *hfq*_*Bs*_ deletion in stationary phase are antitoxin *as-bsrE* and RatA antisense RNAs (S1 Table). A third antitoxin RNA, as-*bsrG* (ncr1932), was found in reduced amounts in a separate study [28]. Altogether these findings raised the possibility that alteration in the regulation of toxin/antitoxin systems might be responsible for the decreased fitness of the *hfq*_*Bs*_ mutant. However, further analyses ruled out this possibility as well. Deleting the entire *bsrE*/as-BsrE type-1 TA system did not relieve the survival defect of the *hfq*_*Bs*_ mutant (Fig 3C). Furthermore, the survival defect associated with the Δ*hfq*_*Bs*_ deletion was still observed in a *B*. *subtilis* strain cured for the SKIN and SP-β, prophages, which, combined, contribute four different TA systems, namely TxpA and BsrH (SKIN) and BsrG and YonT (SP-β) (Fig 3D).

### Complementation tests in *Salmonella*

In *Salmonella* and *E*. *coli*, Hfq-regulated genes provide simple, yet sensitive assays for monitoring Hfq function *in vivo*. To take advantage of this system, we replaced the coding portion of the *Salmonella hfq* gene (*hfq*_*STM*_) with the corresponding segment of the *B*. *subtilis* (*hfq*_*Bs*_). Using a strategy previously reported [17], we demonstrated that *hfq*_Bs_ and *hfq*_STM_ were both expressed in a similar amount (Fig 4A). We then tested the effects of the gene exchange on the regulation of *chiP* and *yifK* genes, regulated by Hfq-dependent ChiX and GcvB sRNAs, respectively [44,45]. Deleting the *hfq*_*STM*_ gene in *Salmonella* (by replacement with an antibiotic resistance cassette) leads to a marked derepression of *lacZ* gene fusions to the two genes. Replacing the endogenous *hfq*_*STM*_ gene with *B*. *subtilis hfq*_*Bs*_ does not correct the regulatory defect of *chiP* and *yifK* fusions to a significant extent (Fig 4B and 4C), indicating that Hfq_Bs_ cannot substitute for the endogenous protein in ChiX- and GcvB-mediated regulation.

**Fig 4:**
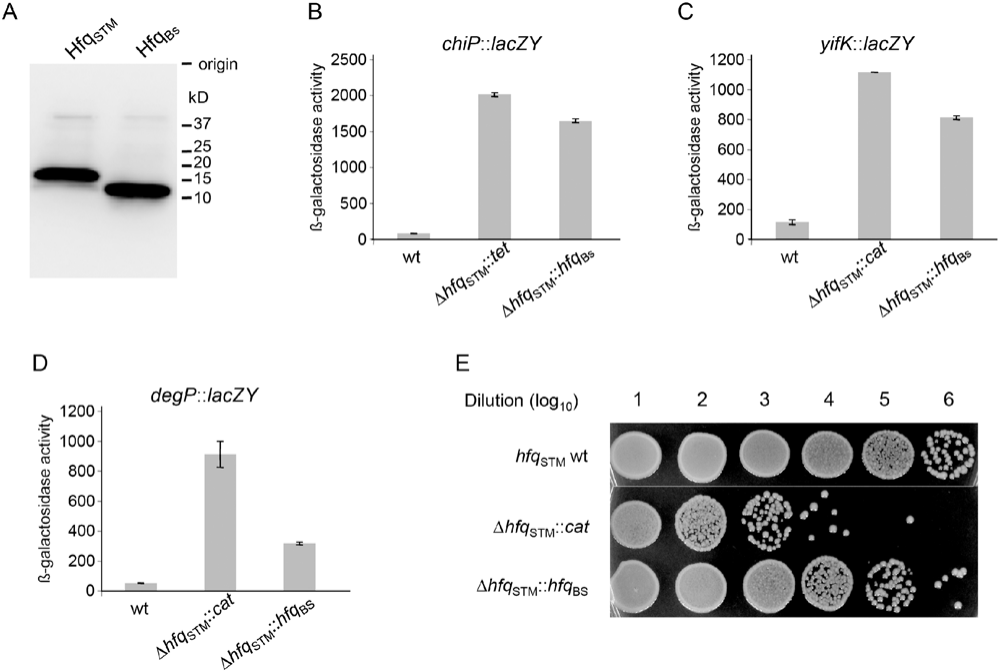
Expression of translational *lacZ* fusions to chromosomal genes sensitive to Hfq function in *Salmonella enterica* and growth phenotype of *degP*::*lacZ* strains carrying different *hfq* alleles. (A). *S*. *enterica* strains carrying *hfq*_*ST*_ *-flag* (MA11054) or *hfq*_*Bs*_ *-flag* (MA12275) translational fusion were grown in LB medium at 37°C under vigorous agitation. Harvested cells were lysed and crude extracts were used for western blot analysis using anti-FLAG M2 antibodies. ß-galactosidase activity was measured in exponentially growing LB cultures (OD_600_ ≈ 0.3) (B and C) or in early stationary phase cultures (OD_600_ ≈1.5) (D). Strains used were: B. MA9132, MA10744 and MA11214; C. MA8020, MA8021, and MA11215; D. MA9591, MA9603, and MA11216 (see Table 1 for full genotypes). (E) Cultures from strains in D were incubated 24 hours in stationary phase, serially diluted, and spotted on LB agar. *hfq*_*STM*_ (top row); Δ*hfq*_*STM*_ (middle row); Δ*hfq*_*STM*_:: *hfq*_*Bs*_ (bottom row).

In enteric bacteria, the σ^E^–driven envelope stress response is activated in *hfq* mutants due to the over-accumulation of several outer membrane proteins (OMP) [46–48]. The σ^E^-controlled, Hfq-dependent MicA and RybB sRNAs are thought to be mainly responsible and ensure a negative feedback control [17,47,49]. We also tested the effects of the *hfq*_*STM*_ / *hfq*_*Bs*_ gene exchange on the regulation of *degP*, a member of the σ^E^ regulon that is chronically upregulated in an *hfq* defective background. The σ^E^ alteration is significantly alleviated in cells expressing Hfq_Bs_ (activation ratio dropping from more than 20-fold to less than 8-fold; Fig 4D). In the course of these experiments, it became apparent that the Δ*hfq* Δ*degP* double mutant suffers a dramatic loss of viability in stationary phase, presumably reflecting the lack of DegP-mediated processing of the toxic products that are responsible for σ^E^ activation. We thus tested whether the strain with the replaced *hfq* showed a similar survival defect. Expression of *hfq*_*Bs*_ suppresses most of the stationary phase lethality, resulting in a 100-fold increase of viability in the double mutant (Fig 4E). Thus, it appears that Hfq_Bs_ can, at least partially, perform the function(s) that avoid(s) the gratuitous induction of the σ^E^-dependent envelope stress response (see Discussion).

## Discussion

The absence of *hfq*_*Bs*_ i) did not affect the strain growth rate and yield in nearly two thousand tested conditions and, ii) had no effect on the transcriptome of *B*. *subtilis* growing exponentially in a rich medium despite the fact that numerous small non-coding RNAs were expressed during the conditions of these experiments. Similar studies performed in close species led to the same results, namely no growth defect for *S*. *aureus* in more than a thousand tested conditions [11] and no transcriptome variations for *L*. *monocytogenes* [23]. Nevertheless, Hfq is required in sustaining *B*. *subtilis* optimal survival upon starvation. To try dissecting this phenotype at the molecular level, we initially focused on the 171 RNA fragments reported to co-immunoprecipitate (CoIP) with Hfq [28]. Surprisingly, only seven mRNAs and two antisense RNAs associated with Hfq were found affected by the *hfq* deletion in our study. Additional transcriptomic data from a *B*. *subtilis hfq* deleted strain became available while our study was under way [27]. In this case only five mRNAs found altered in the mutant [27] were in common with the RNAs identified by CoIP [28]. Note that only two of these RNAs (*ctaD* and *yebD*) correspond to those identified in our study (S1 Table). While the latter discrepancy could be ascribed to differences in the growth conditions, the lack of correlation between the Hfq_Bs_ CoIP and the two independent Hfq_Bs_ transcriptomic data suggests that Hfq_Bs_ associates with RNA molecules but has little effect on their stability. Hfq may have only a limited number of specific partners or may influence regulatory RNA network by translational regulation.

The comparison between the transcriptomic data from cells grown either in rich medium (this study) or minimal CS-glucose medium [27] shows extensive differences. On the one hand, no sporulation-linked RNAs were affected by the Δ*hfq* deletion in minimal medium. On the other hand, ResD/Rex (adaptation of anaerobiosis), GerE (germination) and ComA (competence) regulons, reportedly activated in the *hfq* mutant in minimal medium [27], were unaffected in our study. Only seven protein-coding genes were found in common but all of them, except one being affected in the opposite ways. Despite these discrepancies, both studies showed a decreased fitness of the *hfq* mutant in stationary phase regardless the medium used. We tested by competition experiments the possible involvement of *yebD* or *ctaD* (as their corresponding mRNAs were also found associated with Hfq [28]) and concluded these two genes are not associated with the *hfq* survival phenotype (S7 File). To date, the molecular mechanism responsible for this phenotype remains unidentified.

Hammerle *et al* proposed that the *hfq*-dependent phenotype was related to competence or sporulation [27]. However, we showed that the *hfq* deletion did not affect competence efficiency and that the survival advantage conferred by Hfq remained in a sporulation deficient strain (Figs 2 and 3). As several Type-I TA systems had been reported to have their expression level modified in the absence of Hfq or were coIP with Hfq (this study and refs. [27,28]), one can speculate the existence of a functional link that could explain the survival advantage phenotype. We showed here that the fitness conferred by Hfq was independent of the presence of several Type-I TA systems (Fig 3). Altogether, these data suggest that as observed for Hfq_Lm_ and Hfq_Sa_, Hfq_Bs_ has a minor or no role on RNA stability in almost all conditions and are likely required only for starvation adaptation of vegetative cells.

*hfq*-ortholog genes are found in most sequenced proteobacteria and their role is well established in some of them. The Firmicutes division includes the Bacilli and Clostridia classes and within the last class, *Clostridium difficile* has an Hfq protein recently shown to be involved in sRNA mediated-regulations and sporulation gene expression [50,51]. In contrast, within the Bacilli, members of the Bacillales class (*e*.*g*., *B*. *subtilis*, *L*. *monocytogenes*, *S*. *aureus*) have a conserved *hfq* gene with an unclear function, while the Lactobacillales do not contain an *hfq* homolog. The selective pressure for *hfq* maintenance within the Bacillales is not strict, possibly because Hfq had a limited number of targets. In agreement with this proposal, the sRNA-dependent regulations reported within the Bacilli class are usually Hfq-independent, with the noticeable exception of LhrA in *L*. *monocytogenes* [19].

The only evidence for a molecular phenotype associated with Hfq_Bs_ is its requirement for the mRNA *ahrC* translation [29,30]. Despite that the mRNA *ahrC* is the target of SR1 sRNA, the Hfq effect is SR1 independent. Hfq_Bs_ acts as a specific post-transcriptional regulator, possibly by refolding the mRNA to promote its translation. As AhrC controls arginine metabolism, activating the catabolism pathway when arginine is available, we hypothesized that a lack of translation could explain the survival defect of the *hfq* mutant upon starvation. A translational fusion *ahrC*::*spa* was constructed at the locus in wild-type and Δ*hfq* strains and the quantity of AhrC was measured by Western-blot in cells grown in LB rich medium. No difference of AhrC protein level was observed in exponential phase and we failed to detect the protein in stationary phase (S8 File). A strong accumulation of SR1, which represses *ahrC* expression, has been reported in stationary phase [30] and it probably explains the observed strong repression of *ahrC*. These data do not support a major role of AhrC in the survival defect observed in the absence of Hfq upon starvation.

As an alternative way for probing the biological activity of *B*. *subtilis* Hfq, we examined whether, and to what extent, it corrected some of the phenotypes resulting from Hfq inactivation in *Salmonella enterica*. We found Hfq_Bs_ not to complement the regulatory defect of *chiPQ* and *yifK* loci to a relevant extent, suggesting that *B*. *subtilis* Hfq cannot interact with, or support the activity of, neither ChiX nor GcvB sRNAs. A third *hfq* mutant phenotype tested was the chronic activation of the *Salmonella* σ^E^ response. Interestingly, the expression of *hfq*_*Bs*_ significantly reduced the levels of *Salmonella* σ^E^ induction. At the same time, Hfq_Bs_ suppressed the acute loss of viability suffered by a *degP* mutant lacking endogenous Hfq in stationary phase. Hfq_Bs_ may affect Hfq-dependent sRNAs responsible for a negative feedback regulation, or additional uncharacterized components involved in the regulation [8]. Alternatively Hfq could down-regulate OMP production directly through a sRNA-independent mechanism. The latter possibility might be relevant in the framework of the present study, as it would account for the observation that *B*. *subtilis* Hfq lacks the capacity of mediating sRNA activity, yet partially complements the σ^E^-related phenotype of a Salmonella *hfq* mutant.

The *hfq*_*Bs*_ gene is found in the 49 sequenced genomes of the Bacillus genus (S9 File) indicating a strong requirement for its maintenance. Hfq_Bs_ contribution to stationary phase survival gives a rational for its conservation within the specie. Interestingly, Hfq_Bs_ accumulates in stationary phase and the only *hfq*_*Bs*_-dependent previously reported phenotype was also observed in stationary phase [29]. Hfq_Bs_ clearly does not play the wide role attributed to its enteric bacteria counterparts. However, adaptation of *B*. *subtilis* to stationary phase represents a crucial process for this soil bacterium which encounters important and repeated variations in nutrient availability altering feast and starvation. In a competitive natural environment, Hfq_Bs_ might play an essential role in promoting survival, possibly via stationary phase-dependent translational regulation.

## Material and Methods

### Strain constructions

Strains and primers used in this study are listed in Table 1 and S2 Table, respectively.

**Table 1:** *S*trains used in this work.

*Strain* ^a^	*Genotype*	*Source or reference*
BSB1	prototroph	[34]
TR223	Δ*hfq*_*Bs*_::*cat*	This work
TR229	pMUTIN-*hfq*_*Bs*_::*SPA*, *Em* ^*r*^	This work
TR232	Δ*hfq*_*Bs*_::*spc*	This work
TR234	Δ*sigE*::*erm*	This work
TR235	Δ*sigE*::*erm* Δ*hfq*_*Bs*_::*cat*	This work
TR237	Δ*sigE*::*erm* Δ*hfq*_*Bs*_::*spc*	This work
TR241	*igr*::*spc*	This work
TR247	*igr*::*cat*	This work
TR243	Δ*sigE*::*erm* igr::*cat*	This work
TR245	Δ*sigE*::*erm* igr::*spc*	This work
Bas028	P_wt_ *ahrC-SPA*::*erm*	This work
Bas101	Δ*hfq*_*Bs*_::*cat*, P_wt_ *ahrC-SPA*::*erm*	This work
Bas103	Δ*hfq*_*Bs*_::*spc*, P_wt_ *ahrC-SPA*::*erm*	This work
TF8A	*trpC2*; ΔSPβ; *skin*; ΔPBSX	[55]
TR248	*trpC2*; ΔSPβ; *skin*; ΔPBSX; Δ*hfq*_*Bs*_::*spc*	This work
TR252	*trpC2*; ΔSPβ; *skin*; ΔPBSX; *igr*::*cat*	This work
JJS-Din048	*trpC2*; ΔSPβ; *skin*; ΔPBSX; *pycA-ctaG*::*phleo*	[56]
EDJ1125	*trpC2*; ΔSPβ; *skin*; ΔPBSX; *pycA-ctaG*::*phleo;* Δ*hfq*_*Bs*_::*spc*	This work
EDJ1129	*trpC2*; ΔSPβ; *skin*; ΔPBSX; *pycA-ctaG*::*phleo; igr*::*cat*	This work
TR259	*igr*::*cat;* Δ*bsrE*::*erm*	This work
TR255	Δ*hfq*_*Bs*_::*spc;* Δ*bsrE*::*erm*	This work
TR257	*igr*::*cat;* Δ*yebD*::*erm*	This work
TR253	Δ*hfq*_*Bs*_::*spc;* Δ*yebD*::*erm*	This work
MA8020	*yifK87*::MudK	[47]
MA8021	*yifK87*::MudK Δ*hfq67*::*cat*	[47]
MA9132	*chiP91*::pCE40(*lacZY*)	[44]
MA9591	*degP1*::pCE40 (l*acZY*)	[8]
MA9603	*degP1*::pCE40 (*lacZY*) Δ*hfq67*::*cat*	[8]
MA10740	Δ*hfq116*::*tetAR*/pKD46	[17]
MA10744	*chiP91*::pCE40(*lacZY*) Δ*hfq116*::*tetAR*	
MA11054	*Hfq*_*STM*_ *-*3xFLAG*-aph* (KnR)	[17]
A11214	*yifK87*::MudK Δ*hfq*_*STM*_::*hfq*_*Bs*_	This work
MA11215	*chiP91*::pCE40(*lacZY*) Δ*hfq*_*STM*_::*hfq*_*Bs*_	This work
MA11216	*degP1*::pCE40 (l*acZY*) Δ*hfq*_*STM*_::*hfq*_*Bs*_	This work
MA12275	*hfq*_*Bs*_ *-*3xFLAG*-aph* (KnR)	This work

^a^ All *B*. *subtilis* strains (name starting by BSB and TR) are derived from BSB1 which is a tryptophan-prototrophic (trp+) of *B*. *subtilis* 168 [34] excepted TF8A derivative strains. All *Salmonella* strains (name starting with MA) are derived from *Salmonella enterica* serovar Typhimurium strain MA3409 which is a derivative of strain LT2 cured for the Gifsy-1 prophage [60].

The *B*. *subtilis* strains BSB1 Δ*hfq*_*Bs*_::*cat* (TR223) and Δ*hfq*_*B*s_::*spc* (TR232) were constructed by homologous replacement of the Hfq_Bs_ coding sequence with a chloramphenicol (*cat*) or spectinomycin (*spc*) resistance gene, respectively, using a joining PCR technique [52]. The *cat* and *spc* genes were amplified using 1151/1152 primers with pHV1610IR(-) and pIC156 as templates, respectively [53,54]. DNA fragments corresponding to the upstream and downstream *hfq* sequences were PCR amplified using 1147/1148 and 1149/1150 primers, respectively, with BSB1 chromosomal DNA as a template. DNA fragments were purified using NucleoSpin Gel clean-up (Macherey Nagel) and then joined by a second PCR using 1147 and 1150 primers. The *hfq* deletion mutant was obtained by transformation of the BSB1 strain with the joining PCR fragment and selection for chloramphenicol (5 μg/ml) or spectinomycin (100 μg/ml) resistance. The same procedure was used to construct a control strain carrying the *cat* or *spc* gene inserted into the intergenic region between *hfq* and *ymzE* genes. Briefly, DNA fragments upstream and downstream the insertion position were amplified using 1186/1187 and 1188/1154 primers, respectively, and then were joined with the *cat* or *spc* genes by a second PCR using 1186/1154 primers. Transformation of the BSB1 strain resulted in TR247 (Cm^r^) and TR241 (Spc^r^) strains.

The BSB1 sporulation-deficient strain was obtained by replacement of the sig*E* coding sequence by an erythromycin (*erm*) resistance gene amplified using 1151/1152 primers with pMUTIN as a template [52]. Upstream and downstream DNA fragments were amplified using 1182/1183 and 1184/1185 primers, respectively. The joining PCR fragment was amplified using 1182/1185 primers and transformed into BSB1 strain resulting in BSB1 Δ*sigE*::*erm* (TR234). TR234 strain was transformed with chromosomal extracts of Δ*hfq*_*Bs*_::*cat*, Δ*hfq*_*Bs*_::*spc*, *igr*::*spc* or *igr*::*cat* resulting in the corresponding sporulation-deficient derivative strains TR235, TR237, TR243 and TR245, respectively. The Δ*hfq*_*Bs*_::*spc* or *igr*::*cat* were also introduced by transformation with chromosomal extracts in four other genetic backgrounds: i) the TF8A strain (deleted of skin, PBSX and SP-β prophages, [55], resulting in TR248 and TR252 strains respectively; ii) BSB1-derivative strain deleted of the *bsrE*-asBsrE type 1 TA system, resulting in TR255 and TR259 strains; iii) the JJS-Din048 strain, a TF8A-derivative strain deleted of the genomic region from *pycA* to *ctaG* genes [56] resulting in EDJ1125 and EDJ1129 strains, and iv) a BSB1-derivative strain deleted of *yebD* gene, resulting in TR253 and TR257 strains (see Table 1). The *yebD* and *bsrE*-asBsrE mutants were obtained by gene replacement with *erm* gene amplified using TRO84/TRO85 primers. Upstream and downstream DNA fragments were amplified using TRO80/TRO81 and TRO82/TRO83 primers, respectively for *yebD* deletion, or using TRO86/TRO87 and TRO88/TRO89 primers, respectively for *bsrE* deletion. The joining PCR fragments were amplified using TRO80/TRO83 or TRO86/TRO89 primers for *yebD*::*erm* and *bsrE*::*erm* fragments respectively, and transformed into BSB1 strain.

A BSB1 strain expressing a C-terminal SPA-tagged Hfq_Bs_ protein was constructed as previously described [57] by chromosomal integration of a translational fusion between the *hfq* coding sequence and the sequential peptide affinity (SPA) tag sequence [58] resulting in the TR229 strain expressing Hfq_Bs_^SPA^ under the control of its native promoter. The pMUTIN-SPA plasmid was used as in ref. [59]. A PCR amplification encompassing almost the entire *hfq* gene—except the ATG start codon—was obtained using the ODfw/ODrev primers. After digestion by Acc65I and NcoI the DNA fragment was ligated to the pMUTIN-SPA that was linearized by the same restriction enzymes. After establishment in *E*.*coli*, the plasmid was recovered by using a Plasmid purification kit (Qiagen) and used to transform competent *B*. *subtilis* BSB1 cells. Integration of the plasmid in the chromosome at the *hfq* locus was selected by plating on LB supplemented with 30 μg erythromycin and 0.5 mM IPTG. Correct insertion was checked by sequencing. The same procedure was used to construct *ahrC*::*spa* translational fusion at the locus resulting in strain Bas028 (Table 1). Bas028 was then transformed by genomic DNA from TRO223 (Δ*hfq*::*cat*) and from TRO232 (Δ*hfq*::*spc*) to produce strains Bas101 and Bas102 respectively.

*Salmonella enterica* serovar Typhimurium strains used in this study are listed on Table 1. They are all derived from MA3409, a derivative of strain LT2 cured for the Gifsy-1 prophage [60]. Salmonella strains carrying the structural portion of the *hfq* gene from *B*. *subtilis* were constructed with a two-step recombineering procedure as described [61]. Strain MA10740, carrying a *tetAR* module inserted in the *hfq* gene of the *Salmonella* chromosome was used with a DNA fragment amplified from chromosomal DNA of *B*. *subtilis* BSB1 with primer pairs 1174/1175, the entire *hfq*::*tetAR* was crossed out selecting for the loss of tetracycline resistance.

Introduction of the 3xFLAG epitope at the 3’ ends of the coding sequence of *hfq*_*Bs*_ was carried out using DNA fragments amplified from plasmid pSUB11, as described [62].

Generalized transduction was carried out using the high frequency transducing mutant of phage P22, HT 105/1 *int-201* [63]. “λ Red”-mediated chromosomal recombineering was carried out as described [64]. Constructs were verified by PCR and DNA sequence.

### Bacterial growth conditions

Bacteria were cultured at 37°C under vigorous agitation in liquid media or in media solidified by the addition of 1.5% (w/v) Difco agar. LB broth [1% bacto tryptone (w/v), 0.5% Difco yeast extract (w/v), 0.5% NaCl (w/v)] was used as complex medium. When needed, LB medium was supplemented with 0.2% (w/v) arabinose and 0.5 μg/ml IPTG. When needed, Antibiotics were included at the following final concentrations: chloramphenicol, 10 μg/ml for *S*. *Typhimurium* and 5 μg/ml for *B*. *subtilis*; kanamycin monosulphate, 50 μg/ml; sodium ampicillin 100 μg/ml; tetracycline hydrochloride, 25 μg/ml; erythromycin, 0.6 μg/ml; spectinomycin, and 100 μg/ml.

Competition experiments were performed as follow: overnight cultures of *hfq*_*Bs*_^+^ and Δ*hfq*_*Bs*_ strains were diluted in same flask containing 50 mL of medium without antibiotic with pairwise assembled as follows: TR241 (igr::*spc*) with TR223 (Δ*hfq*_*Bs*_::*cat*), TR247 (igr::*cat*) with TR232 (Δ*hfq*_*Bs*_::*spc*), TR245 (Δ*sigE*::*erm* igr::*spc*) with TR235 (Δ*sigE*::*erm* Δ*hfq*_*Bs*_::*cat*), TR243 (Δ*sigE*::*erm igr*::*cat*) with TR237 (Δ*sigE*::*erm* Δ*hfq*_*Bs*_::*spc*), TR252 with TR248, EDJ1125 with EDJ1129, TR259 with TR255, and TR257 with TR253. For each co-culture, viable cells of the two populations were numbered by plating serial dilutions on plates supplemented with either chloramphenicol or spectinomycin. For spore numbering, samples were heated at 80°C during 15 min before plating.

Biofilm formation was analyzed as previously described [65]. Cells were grown overnight in LB medium and biofilm formation was tested in MSgg medium (5 mM potassium phosphate [pH 7], 100 mM morpholinepropane sulfonic acid [pH 7], 2 mM MgCl_2_, 700 μM CaCl_2_, 50 μM MnCl_2_, 50 μM FeCl_3_, 1 μM ZnCl_2_, 2 μM thiamine, 0.5% glycerol, 0.5% glutamate, 50 μg of tryptophan/ml, 50 μg of phenylalanine/ml). For that purpose, each overnight culture was diluted 200 times to inoculate either 1 ml of MSgg within a well of a 48-wells microtiter plate or 20 ml of MSgg in 100ml glass bottles. Cultures were incubated without shaking at 30°C, and their pellicles were analyzed by visual inspection during 72 h.

Competence development time course was analyzed as follows: overnight cultures in LB medium supplemented with 50 μg of tryptophan/ml and 3 mM MgSO_4_ were diluted in the same medium and grown at 37°C under vigorous agitation until O.D. 600nm around 1. These cultures were diluted in 10 ml of MD medium (10.7 g/l K_2_HPO_4_, 6 g/l KH_2_PO_4_, 1g/l trisodium citrate, 2% glucose, 0.1% tryptophan, 11 ug/ml ferric ammonium citrate, 3 mM MgSO_4_, 0.25 mg/ml potassium aspartate) to begin the time course competence assay. At different time, 1 ug of chromosomal DNA *amyE*::*KnR* (around 2 10^8^ molecules) were added to 0.2 ml of cells, incubated 20 minutes at 37°C and then spread for transformants selection on LB plates supplemented by kanamycine 6 ug/ml.

### Western-Blot analysis

Hfq_Bs_-3xFlag and Hfq_STM_-3xFlag were detected in *Salmonella enterica* strains as previously described [17]. Hfq^SPA^ and AhrC^SPA^ were detected as following: Cells grown in LB were taken at the end of the exponential phase and in the early stationary phase of growth for AhrC^SPA^, and in exponential, early and late transition and stationary phase (OD_600nm_ 1, 2.4, 3 and 4, respectively) for Hfq^SPA^. After disruption by sonication in 500 μL of 10 mM Tris-Cl pH 7.5, 150 mM NaCl and 1 mM EDTA, samples were centrifuged at 18000g for 30 min at 4°C. The protein concentrations of the samples were measured by the Bradford method and used to load equal quantities of sample proteins on a SDS-PAGE. Proteins were then transferred to a Amersham Hybond-P membrane. Hfq^SPA^ and AhrC^SPA^ were detected by western blot using anti-FLAG M2 antibodies as primary antibody and an anti-mouse IgG-peroxidase antibody (SIGMA A2304) as the second antibody. ECL kit was used to enable the immunodetection and the signal was recorded by using Chemidoc from BioRad.

### RNA preparation and transcriptome analysis

Total RNA was isolated as previously described [34] except for cells lysis. Briefly, overnight cultures were diluted 2000 times in preheated LB medium and incubated at 37°C under shaking agitation (180 rpm) until OD_600nm_ reached 0.5 (exponential growth phase transcriptome) or 5 hours after the onset of stationary phase (stationary phase transcriptome). Cultures were centrifuged; the pellets were frozen in liquid nitrogen and stored at -80°C until RNA extraction. Cells pellets were resuspended into 400 μL of Lysis buffer (4 M guanidine thiocyanate, 25 mM sodium acetate pH 5.2, 5 g/L N-laurylsarcosinate), transferred into FastPrep tubes containing 0.6 g of glass beads (G4649, Sigma) and 400 μL of acid phenol:chloroform:IAA (25:24:1). Bacteria were mechanically lysed by using the Fastprep apparatus (MP Biomedicals) with 3 cycles of 45 s at speed 6.0 separated by incubation on ice during 5 min. After lysis, tubes were centrifuged 15 min at 17,900 g at 4°C. The aqueous phase was acid phenol extracted and isopropanol precipitated as previously described [34]. 40 μg RNA were treated using the Turbo DNase I (Ambion) and purified using the RNA Clean-Up and Concentration Micro Kit (Norgen). The quality of the RNA preparations was assessed using RNA Nano Chip with an Agilent 2100 Bioanalyzer (Agilent Technologies). Synthesis of Cy3-labeled DNA from the RNA samples with random priming, one-color hybridization on tiling arrays and signal acquisition were carried out as previously described [38]. An aggregated expression value was computed for all transcripts according to our recently published *B*. *subtilis* 168 structural annotation which contains 1583 defined transcribed regions in addition to the 4292 previously annotated coding sequences [34]. Expression values were quantile-normalized between experiments and a differential analysis was performed using the Limma R package [66]. P-values were corrected for multiple testing using the Bonferroni-Holm method. Genes with adjusted p-value <0.05 were considered differentially expressed in the Δ*hfq* mutant relative to wild-type.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [67] and are accessible through GEO Series accession number GSE66893 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66893).

### Phenotype microarray analysis

A full array phenotype microarray analysis was performed by the Biolog Company (Hayward, CA, USA) according to their standard procedure. The principle is to compare isogenic pairs of strains (here BSB1 and TR223) for their growth on wells of microtiter plates (panels), each well containing a different growth medium. This high-throughput technology allows the testing of a large number of phenotypes (eight metabolic-array panels and twelve sensitivity-array panels). The experiment was run in duplicate (strains/conditions) and pairwise comparison was created to analyze the results. All putative phenotypes were independently verified using disk diffusion assays as follows: exponentially growing cultures of wild-type and Δ*hfq*_*Bs*_ strains were diluted 50 times in 10 ml of LB and used to inoculate three LB plates for each strain. The diameters of growth inhibition around disks containing vibriostatic agent 0.129 (Biorad #53872 0.5 mg), 5 μl of cetylpyridinium chloride 10% (Acros organics) or 5 μl of 48/80 compound (5 mg/ml, Sigma) were measured after 24 h of incubation at 37°C.

### β-galactosidase assays

Activity of ß-galactosidase was measured in toluene-permeabilized cells as described [68] and is expressed in Miller units. Reported values were the average of at least two independent determinations, each involving duplicate or triplicate samples.

## Supporting Information

S1 File *hfq*_Bs_ expression. (PDF) Click here for additional data file.

S2 File BSB1 and BSB1 Δ*hfq*_*Bs*_ phenotype MicroArrays analysis. (PDF) Click here for additional data file.

S3 File Biofilm formation of BSB1 and BSB1 Δ*hfq*_*Bs*_. (PDF) Click here for additional data file.

S4 File BSB1 and BSB1 Δ*hfq*_*Bs*_ transcriptome in exponential growth phase: Scatter plot and selected windows (*hfq*_*Bs*_ mRNA and sRNAs). (PDF) Click here for additional data file.

S5 File BSB1 and BSB1 Δ*hfq*_*Bs*_ transcriptome in exponential growth phase. Genome-wide representation of transcriptome profiles of wild-type and Δ*hfq* strains in exponential phase of growth (Figure legend in S4 File).
(PDF) Click here for additional data file.

S6 File BSB1 and BSB1 Δ*hfq*_*Bs*_ transcriptome in stationary phase. Genome-wide representation of transcriptome profiles of wild-type and Δ*hfq* strains in stationary phase of growth (Figure legend in S4 File).
(PDF) Click here for additional data file.

S7 File BSB1 Δ*hfq*_*Bs*_ survival in competition with *hfq*-expressing cells in the absence of *yebD* or *ctaD*. (PDF) Click here for additional data file.

S8 File *ahrC* expression in *hfq*_*Bs*_-expressing strain and Δ*hfq*_*Bs*_ mutant. (PDF) Click here for additional data file.

S9 File *In silico* analysis of the *hfq*_*Bs*_ gene conservation and synteny among the *Bacillus* genus. (PDF) Click here for additional data file.

S1 Table Transcriptome quantile-normalized expression values of BSB1 and BSB1 Δ*hfq*_*Bs*_ and list of genes differentially expressed in stationary phase. (XLSX) Click here for additional data file.

S2 Table DNA oligonucleotides for PCRs. (PDF) Click here for additional data file.

# Supplementary material for: Tracking the Elusive Function of Bacillus subtilis Hfq
**Source:** PLoS One. 2015 Apr 27;10(4):e0124977. doi: 10.1371/journal.pone.0124977
**Supplement:** S1 File

### *hfq*<sub>BS</sub> expression

The expression of *hfq*<sub>Bs</sub> gene (formerly *ymaH*) in various biological conditions can be visualized using the BaSysBio Transcriptome Browser at [http://genome.jouy.inra.fr/cgi-bin/seb/viewdetail.py?id=ymaH\\_1867373\\_1867594\\_1](http://genome.jouy.inra.fr/cgi-bin/seb/viewdetail.py?id=ymaH_1867373_1867594_1). [1]

Three promoters (U1382, U1384, U1385) were previously identified upstream of *hfq*<sub>BS</sub>. 

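In the deposited values, the genes before hfq in the ymaF-miaA-ymaH order of the transcript are ymaF (BSU17320, positions 1865876 to 1866289) and miaA (BSU17330, positions 1866389 to 1867333), which ends 39 nt before hfq. The gene behind hfq is ymzC (BSU17350, positions 1867790 to 1868062), 195 nt further on. Coordinates are those of the ASM904v1 assembly. In exponential phase, the log2 values of ymaF were 7.16 and 7.29 in the wild-type arrays and 7.12 and 7.35 in the Δhfq arrays, with a log2 fold change of 0.01. Those of miaA were 10.70 and 10.86 in the wild-type and 11.15 and 11.24 in the mutant, a log2 fold change of 0.42 with a standard error of 0.22. Those of ymzC were 9.05 and 9.04 in the wild-type and 9.36 and 10.07 in the mutant, a log2 fold change of 0.67 with a standard error of 0.32. Besides hfq, 19 features lie within 5 kb, and their log2 fold changes ranged from -0.19 to 0.67. Adjusted over the list alone of the features in this window, the smallest p from limma among them was 0.882, while that of hfq was 0.0011. The promoters themselves have no value of their own in these data.

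**Figure D3:**
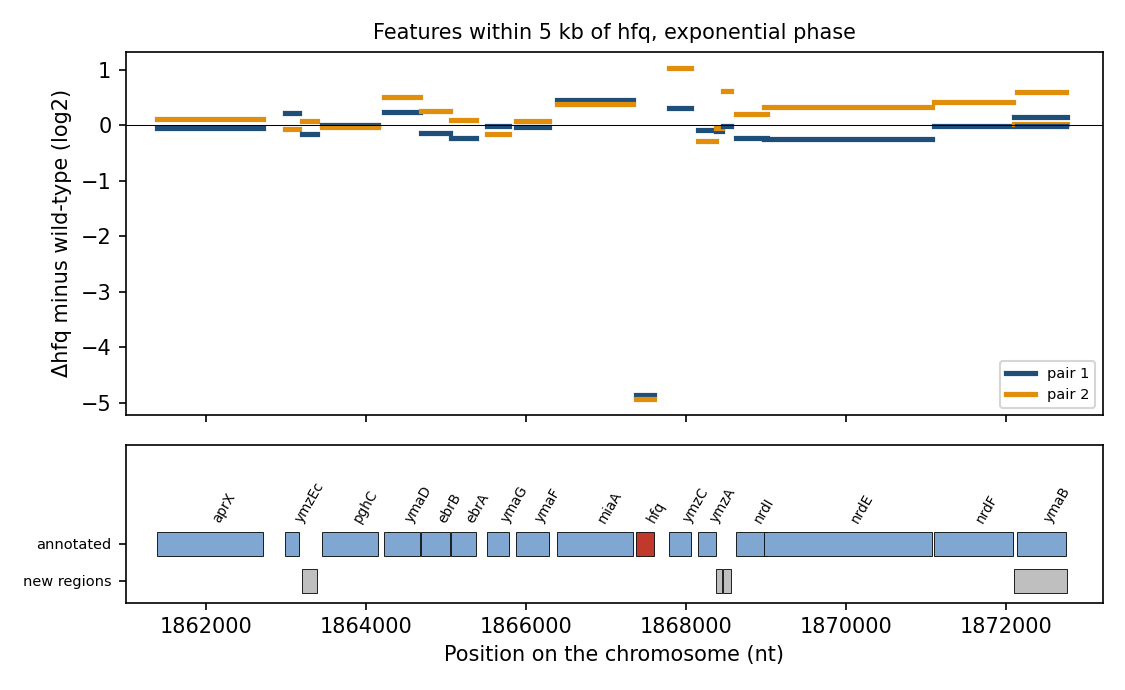
Difference between the Δhfq mutant and the wild-type (log2, upper panel) of each feature within 5 kb of hfq in replicate pair 1 (blue) and pair 2 (orange), drawn over the feature's position on the chromosome (nt), with annotated genes and new transcribed regions in the lower panel and hfq in red. Besides hfq near -4.9, 4 features lie above 0 in both pairs, miaA, ymzC, ymaD and new_1872092_1872751_c, and 4 lie below 0 in both.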

The corresponding sequences (boxed text) were extracted from Supplementary Table S4 of reference 1 (<http://genome.jouy.inra.fr/basysbio/bsubtranscriptome/>).

*ymaF-miaA-ymaH*

-35      SigEF (U1382)      -10  
 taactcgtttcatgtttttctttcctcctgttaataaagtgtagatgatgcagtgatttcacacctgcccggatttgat  
 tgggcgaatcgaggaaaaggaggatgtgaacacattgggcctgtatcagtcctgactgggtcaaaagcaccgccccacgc  
 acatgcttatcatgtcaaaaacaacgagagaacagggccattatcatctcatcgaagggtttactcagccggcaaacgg  
 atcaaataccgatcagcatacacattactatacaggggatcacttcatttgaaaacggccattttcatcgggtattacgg  
 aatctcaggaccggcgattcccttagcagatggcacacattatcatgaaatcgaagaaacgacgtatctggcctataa  
 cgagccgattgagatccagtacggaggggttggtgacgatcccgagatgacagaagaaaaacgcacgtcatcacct  
 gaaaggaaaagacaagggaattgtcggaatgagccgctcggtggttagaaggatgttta

SigA (U1384) -10

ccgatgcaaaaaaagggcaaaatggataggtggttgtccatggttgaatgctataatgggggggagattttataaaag  
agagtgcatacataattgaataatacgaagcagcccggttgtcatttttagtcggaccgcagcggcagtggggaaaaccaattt  
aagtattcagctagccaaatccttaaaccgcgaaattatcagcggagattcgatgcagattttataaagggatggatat  
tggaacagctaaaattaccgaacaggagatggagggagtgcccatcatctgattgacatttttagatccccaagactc  
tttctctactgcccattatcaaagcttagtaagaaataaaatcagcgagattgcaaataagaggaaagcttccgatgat  
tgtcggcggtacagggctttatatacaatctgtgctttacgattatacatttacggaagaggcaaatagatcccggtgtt  
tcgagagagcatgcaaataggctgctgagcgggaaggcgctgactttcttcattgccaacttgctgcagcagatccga  
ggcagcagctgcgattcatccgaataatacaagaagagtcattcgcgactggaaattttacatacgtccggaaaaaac  
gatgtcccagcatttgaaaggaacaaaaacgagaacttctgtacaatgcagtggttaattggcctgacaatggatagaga  
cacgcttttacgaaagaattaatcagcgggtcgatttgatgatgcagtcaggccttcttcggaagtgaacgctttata  
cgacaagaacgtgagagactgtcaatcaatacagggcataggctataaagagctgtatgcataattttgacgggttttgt  
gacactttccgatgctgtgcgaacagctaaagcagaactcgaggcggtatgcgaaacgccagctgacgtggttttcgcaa  
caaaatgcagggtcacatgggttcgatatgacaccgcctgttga

-35                      SigH (U1385)                      -10

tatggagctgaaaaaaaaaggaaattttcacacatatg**caggaaaa**ctcgaacttt**aa**tcgaaactgtatgatat

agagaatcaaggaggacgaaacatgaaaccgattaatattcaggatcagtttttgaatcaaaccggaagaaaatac  
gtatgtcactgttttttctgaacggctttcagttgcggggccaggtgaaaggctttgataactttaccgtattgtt  
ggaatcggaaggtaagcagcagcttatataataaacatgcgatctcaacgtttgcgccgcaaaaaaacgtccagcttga  
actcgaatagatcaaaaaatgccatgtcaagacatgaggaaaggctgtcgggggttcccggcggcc

## Reference

1. Nicolas P, Mader U, Dervyn E, Rochat T, Leduc A, et al. (2012) Condition-dependent transcriptome reveals high-level regulatory architecture in *Bacillus subtilis*. Science 335: 1103-1106.

# Supplementary material for: Tracking the Elusive Function of Bacillus subtilis Hfq
**Source:** PLoS One. 2015 Apr 27;10(4):e0124977. doi: 10.1371/journal.pone.0124977
**Supplement:** S2 File

## BSB1 and BSB1 $\Delta hfq_{BS}$ phenotype MicroArrays analysis

A Phenotype MicroArray™ (PM) analysis was performed in duplicate with the wild-type (BSB1) and the  $\Delta hfq_{BS}$  mutant (TR223) at 37°C. All plates passed reproducibility analysis (see below the consensus plate from duplicates).

### Consensus profiles plate (TR223 in green versus BSB1 in red)

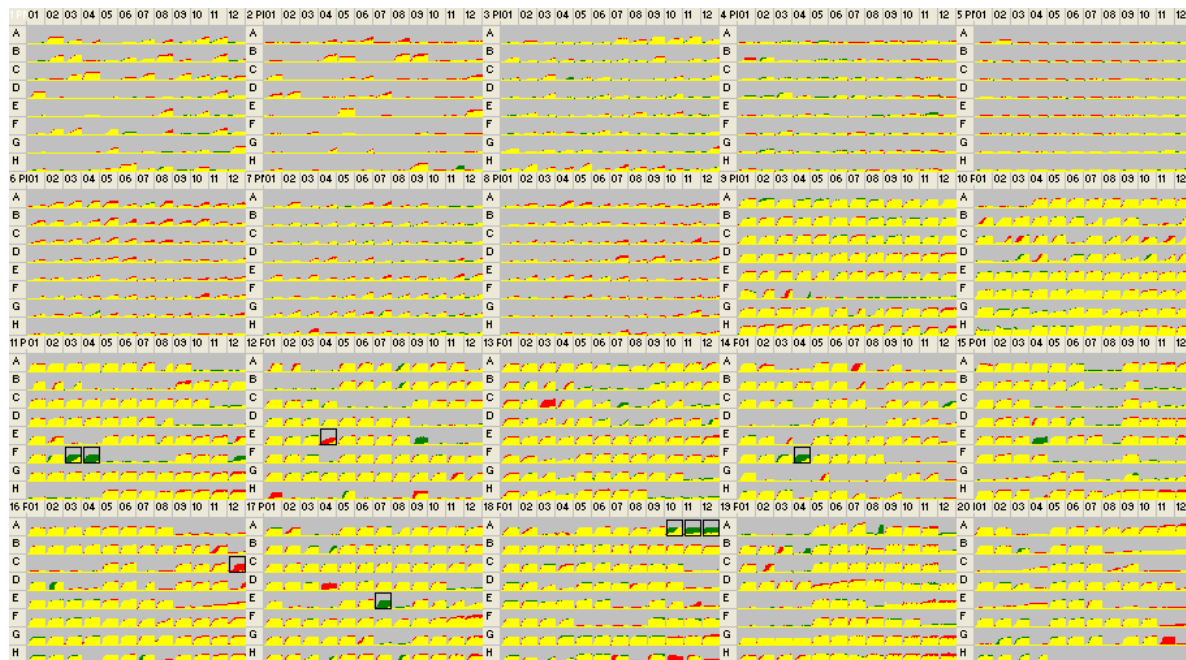

Pairwise comparisons were created. Positive differences may be gained phenotypes or resistance of the  $\Delta hfq$  mutant relative to the wild-type strain. Negative differences may be lost phenotypes or sensitivity of the  $\Delta hfq$  mutant strain relative to the wild-type strain. Detailed PM maps (PM1 to 20) used in this study are available at the Biolog website ([http://www.biolog.com/pdf/pm\\_lit/PM1-PM10.pdf](http://www.biolog.com/pdf/pm_lit/PM1-PM10.pdf) and [http://www.biolog.com/pdf/pm\\_lit/PM11-PM20.pdf](http://www.biolog.com/pdf/pm_lit/PM11-PM20.pdf)).

1. Carbon utilization (PM1,2): No differences
2. Nitrogen utilization (PM3,6,7,8): No differences
3. Phosphorus and Sulfur (PM4A): No differences
4. Nutrient Stimulation (PM5): No differences
5. Osmolarity and pH (PM9, 10): No differences

6. Chemical sensitivity (PM11-20): a relative resistance was observed to compound 48/80 (PM17, E7), and amphenicols (PM18C, A10-A11-A12; PM11C, F03-F04, PM14A, F04) and a relative sensitivity was seen to 2,4-Diamino-6,7-diisopropylpteridine (O.129 vibriostatic agent, PM12, E4), and cetylpyridinium chloride (PM16, C12).

Chemical sensitivity phenotypes were tested independently by diffusion disk assays (see Material and Methods). Differences observed for the three chemical produces by the high throughput Biolog assay were no confirmed (see table below).

|                                      | BSB1  | TR223 |
|--------------------------------------|-------|-------|
| 2,4-Diamino-6,7-diisopropylpteridine | 14 mm | 13 mm |
| Cetylpyridinium chloride             | 10 mm | 10 mm |
| 48/80 compound                       | 11 mm | 12 mm |

# Supplementary material for: Tracking the Elusive Function of Bacillus subtilis Hfq
**Source:** PLoS One. 2015 Apr 27;10(4):e0124977. doi: 10.1371/journal.pone.0124977

## BSB1 and BSB1 $\Delta hfq_{BS}$ biofilm formation

Biofilms formations were followed during time in two conditions small or large diameter either on plastic or glass supports. By visual inspection, no difference could be observed for the biofilm formation in both cases. After 72 hours, biofilms showed the same shape and the same color indicating a similar biofilm aging for both strains. The microtiter plates were then slowly tilted and in both cases the biofilm could stay organized indicating similar biofilm strength and attachment to plastic wells. The *hfq* deletion did not significantly affect biofilm formation or its organization.

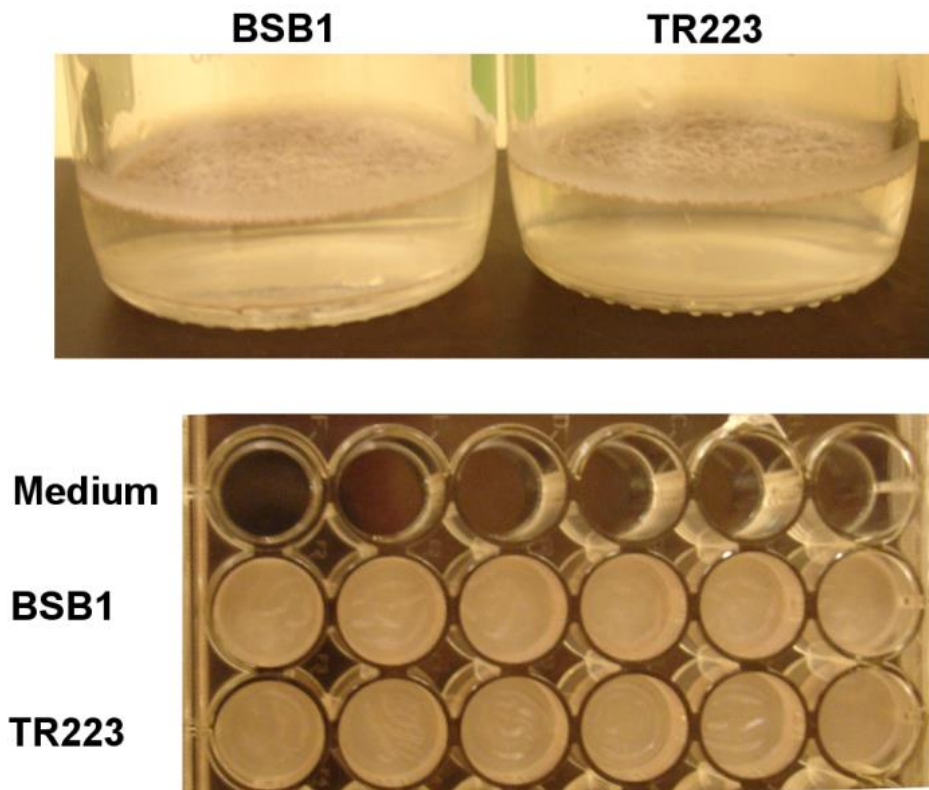

**Supplement:** S3 File

# Supplementary material for: Tracking the Elusive Function of Bacillus subtilis Hfq
**Source:** PLoS One. 2015 Apr 27;10(4):e0124977. doi: 10.1371/journal.pone.0124977
**Supplement:** S7 File

## BSB1 $\Delta hfq_{BS}$ survival in competition with $hfq$ -expressing cells in the absence of $yebD$ or $ctaD$

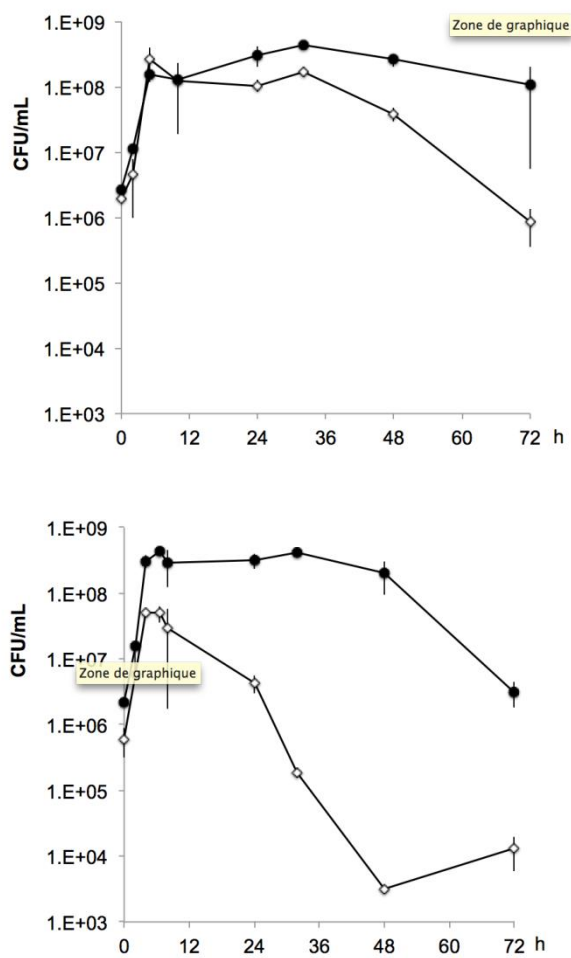

Co-cultures were performed with  $hfq_{BS}$ -expressing strain and  $\Delta hfq_{BS}$  mutant in LB medium and incubated at 37°C during 3 days. An antibiotic resistance gene (*spc* or *cat*) was inserted in the intergenic region  $hfq$ - $ymzE$  (control, black) or in replacement of the  $hfq_{BS}$  coding sequence (mutant, white). These two constructions were introduced in two genetic backgrounds: i) a BSB1-derivative strain deleted of  $yebD$  (upper panel), or ii) a TF8A-derivative strain deleted from a large region including  $ctaD$  (see Table 1; lower panel). Each population was numbered on LB plates supplemented with spectinomycin or chloramphenicol. These experiments revealed that the decreased fitness observed in absence of  $hfq_{BS}$  remains in these two genetic backgrounds. We conclude that Hfq acts independently of the presence of  $yebD$  or  $ctaD$  (as well as of all genes of the deleted region namely: *pycA*, *ctaA* and *ctaBCDEFG* operon, see Table 1 for detailed genotypes).

# Supplementary material for: Tracking the Elusive Function of Bacillus subtilis Hfq
**Source:** PLoS One. 2015 Apr 27;10(4):e0124977. doi: 10.1371/journal.pone.0124977

## ***In silico* analysis of the *hfq*<sub>BS</sub> gene conservation and synteny among the *Bacillus* genus**

The conservation of *hfq*<sub>BS</sub> and its genetic positioning on bacterial chromosomes was analyzed by the Archaeal and Bacterial Synteny Explorer web tool (<http://archaea.u-psud.fr/absynte>; ref [1]) using 49 completely sequenced genomes belonging to the *Bacillus* genus. Importantly, this analysis revealed a high degree of conservation as the *hfq*<sub>BS</sub> gene was found in all the genomes. In addition, *hfq* orthologous genes were located upstream *miaA* which encodes for a tRNA isopentenylpyrophosphate transferase involved in tRNA modification,[2] a colocalisation which is conserved also among the *Proteobacteria* phylum.

### **References**

1. Despalins A, Marsit S, Oberto J (2011) Absynte: a web tool to analyze the evolution of orthologous archaeal and bacterial gene clusters. *Bioinformatics* 27: 2905-2906.
2. Eisenberg SP, Yarus M, Soll L (1979) The effect of an *Escherichia coli* regulatory mutation on transfer RNA structure. *J Mol Biol* 135: 111-126.

## Genomic contexts

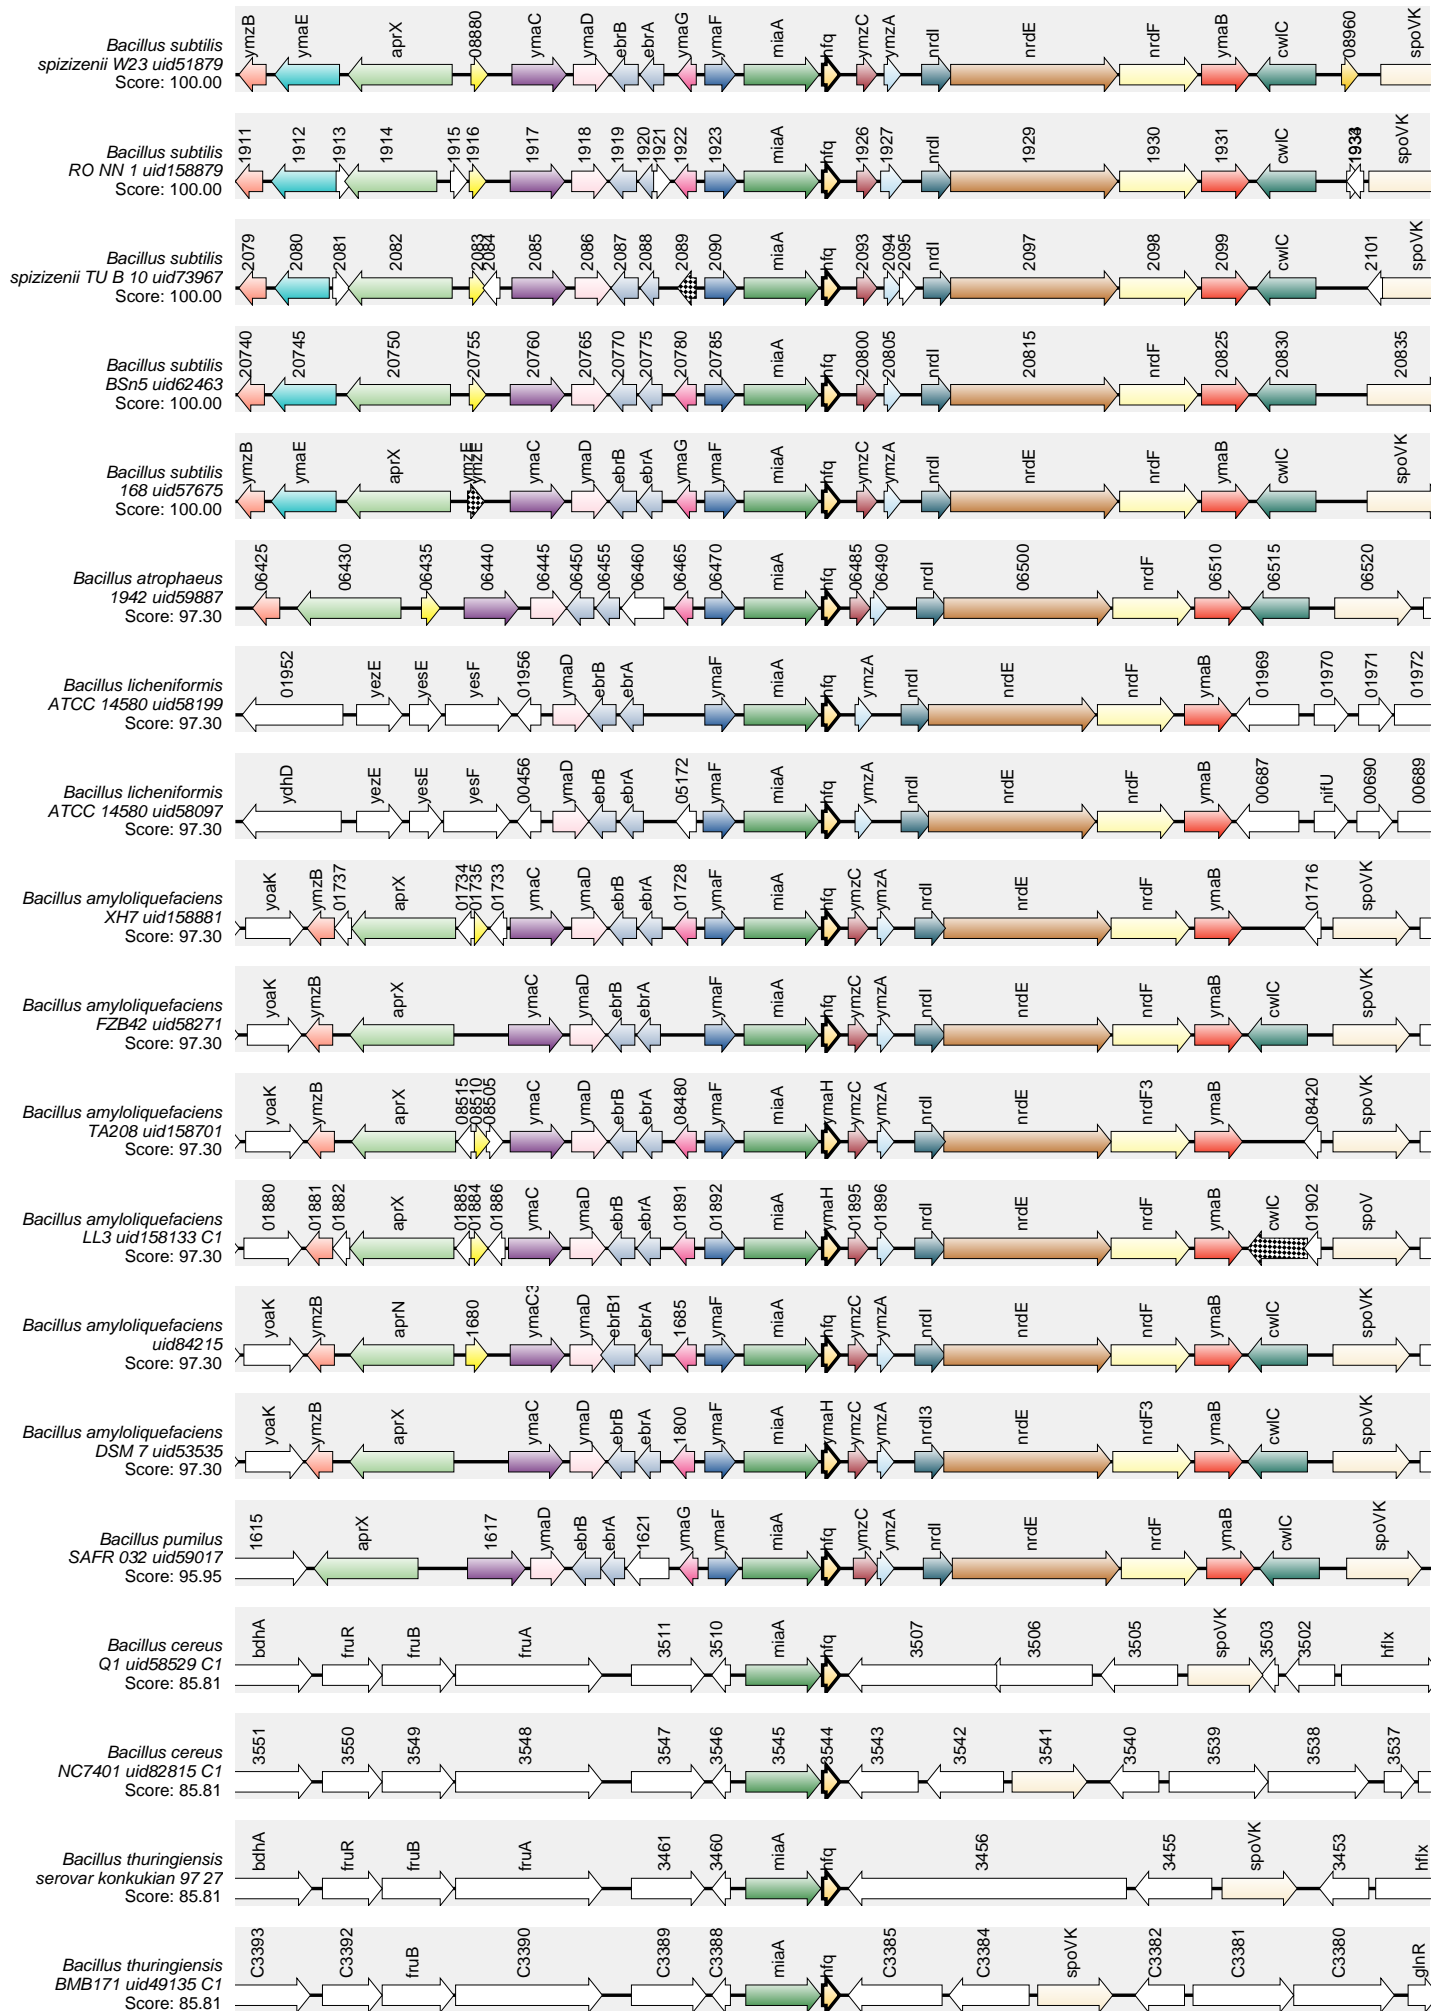

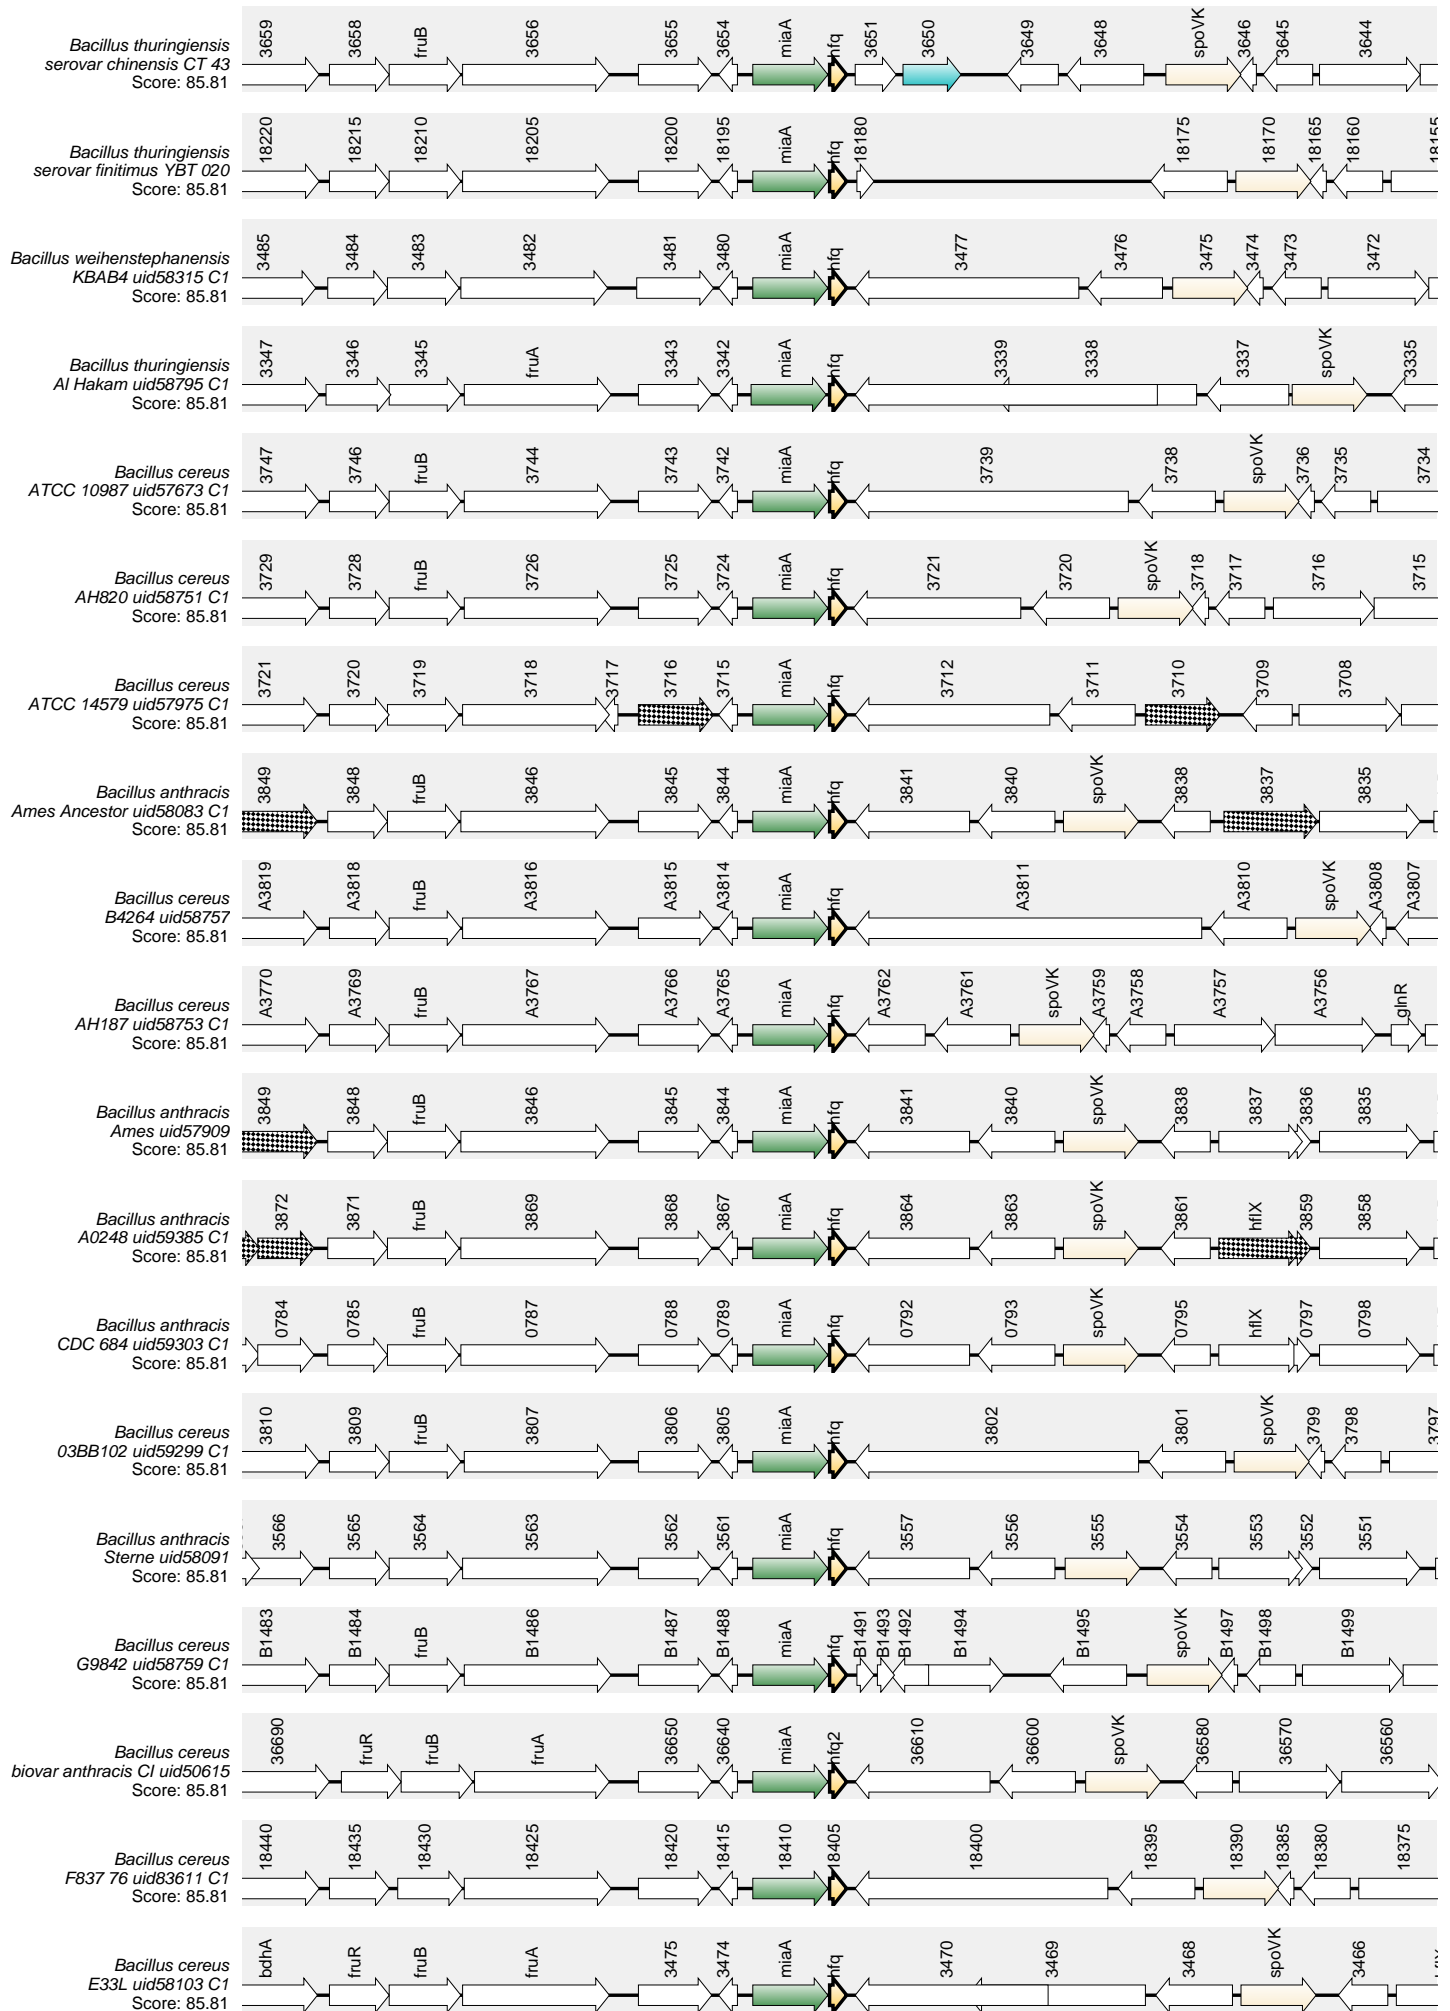

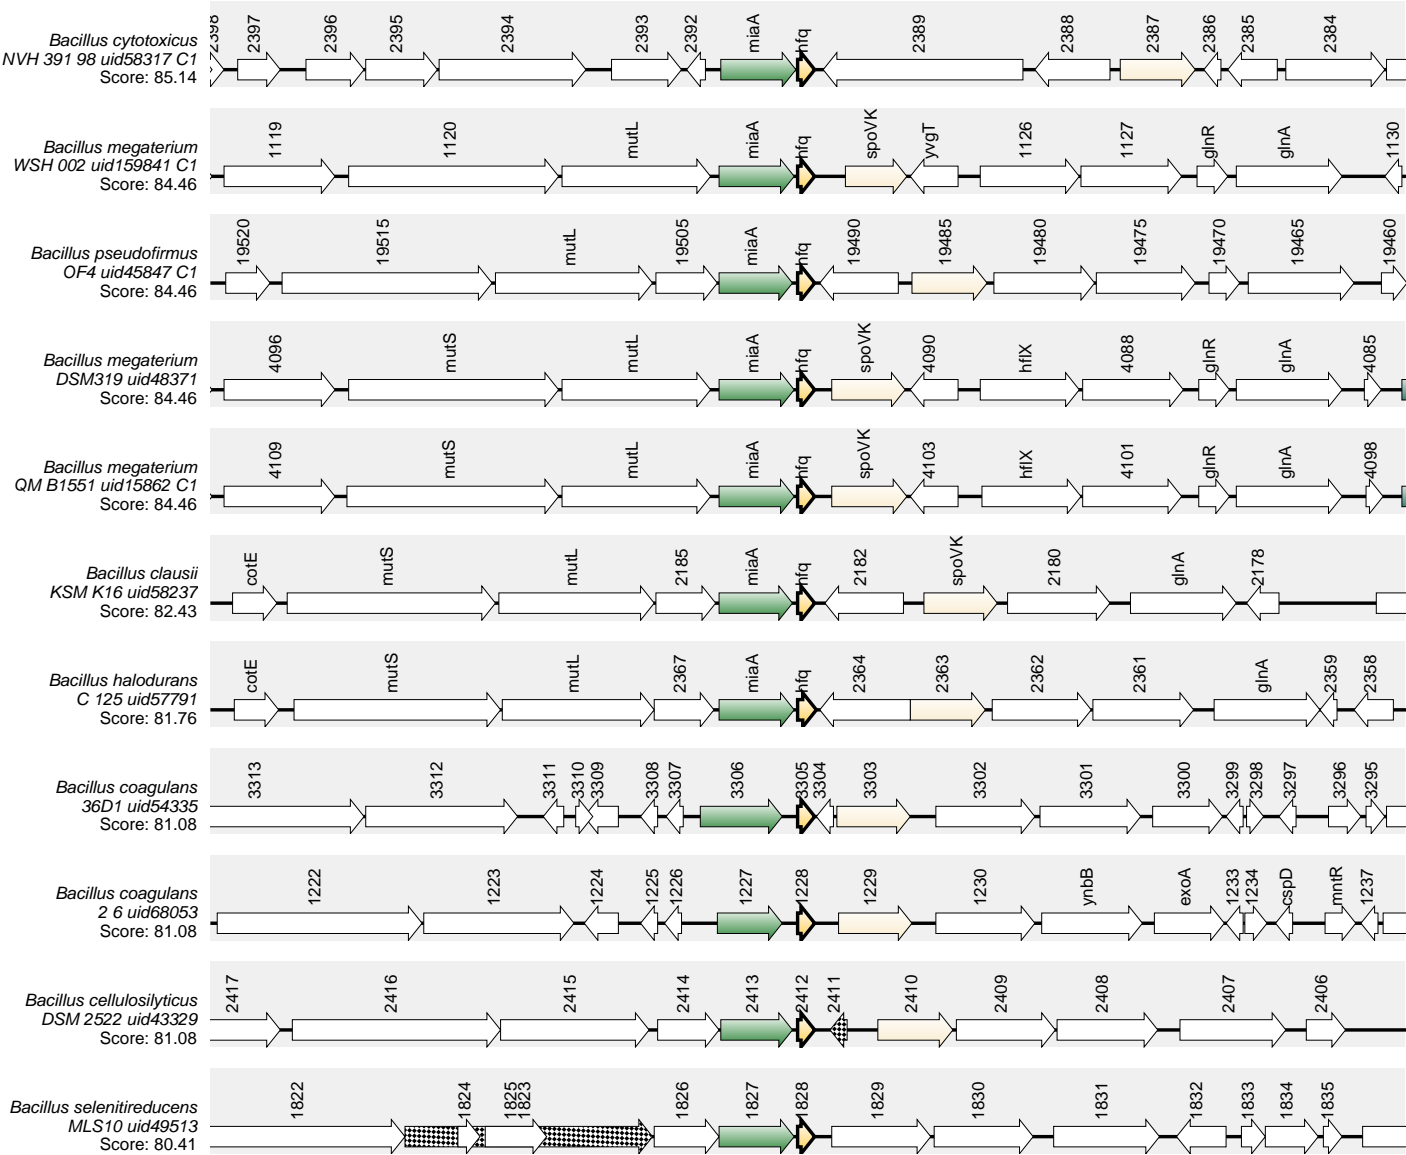

**Supplement:** S9 File

# Supplementary material for: Tracking the Elusive Function of Bacillus subtilis Hfq
**Source:** PLoS One. 2015 Apr 27;10(4):e0124977. doi: 10.1371/journal.pone.0124977
**Supplement:** S2 Table

## DNA oligonucleotides for PCRs

| <i>Primer<sup>a</sup></i> | <i>Sequence (5'– 3')</i>                                      |
|---------------------------|---------------------------------------------------------------|
| 1174(fw)                  | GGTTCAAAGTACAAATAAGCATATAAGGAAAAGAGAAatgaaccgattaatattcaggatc |
| 1175(rv)                  | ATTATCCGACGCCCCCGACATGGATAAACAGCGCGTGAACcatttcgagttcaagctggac |
| 1147 (fw)                 | gcagatcccgaggcagcag                                           |
| 1148 (rv)                 | <u>cctgcaggcatgcaagctt</u> aatcggtttcatgtttcgtcctccttg        |
| 1149 (fw)                 | <u>gggtaccgagctcgaatt</u> cgccagctgaactcgaatagatc             |
| 1150 (rv)                 | atttagtttagcggctggcatccg                                      |
| 1151 (fw)                 | aagcttgcagcctgcag                                             |
| 1152 (rv)                 | gaattcgagctcggtagcc                                           |
| 1182 (fw)                 | gagtcagcgtgcaggcagattt                                        |
| 1183 (rv)                 | <u>cctgcaggcatgcaagctt</u> cctctcccttctaaatgtcacgcc           |
| 1184 (fw)                 | <u>gggtaccgagctcgaatt</u> gtcgaaatctgcggggtggatac             |
| 1185 (rv)                 | agagaaaccggatcctgaatggc                                       |
| 1186 (fw)                 | caggcgataggctataaagagctg                                      |
| 1187 (rv)                 | <u>cctgcaggcatgcaagctt</u> ggattcatgttaaaaatggccgcc           |
| 1188 (fw)                 | <u>gggtaccgagctcgaatt</u> gtgtaagctgaccatgccaaag              |
| 1154 (rv)                 | ccgccttcaaagcagtgataa                                         |
| TRO80                     | gctatatgggctgtctcccgc                                         |
| TRO81                     | <u>gacgaaagggcctcgtgatacgc</u> gtccatcatcctccttaaacataaagg    |
| TRO82                     | <u>ggaattgtgagcgctcacaattaag</u> ctgaggtgagctcgtgaaaagcgg     |
| TRO83                     | ccagttgtcacgccgtagcc                                          |
| TRO84                     | gcgtatcacgaggcccttcgtc                                        |
| TRO85                     | agcttaattgtgagcgtcacaattcc                                    |
| TRO86                     | agtgggaaaaaggggaagctatca                                      |
| TRO87                     | <u>gacgaaagggcctcgtgatacgc</u> ctgattataacacattttccgtgaaatgc  |
| TRO88                     | <u>cagcccagtcagactattcggc</u> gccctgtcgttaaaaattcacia         |
| TRO89                     | cctgagaatctaacgccgaaagat                                      |
| OD(fw)                    | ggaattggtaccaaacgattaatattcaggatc                             |
| OD(rv)                    | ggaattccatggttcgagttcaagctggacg                               |

<sup>a</sup> Primers are defined as “forward” (fw) or “reverse” (rv) depending on their orientation (5'-3') relative to the gene being modified. The portions of primers annealing to template DNA are in lower case. Underlined sequences correspond to the nucleotides overlapping with the antibiotic resistance gene sequence.

How the deposited data were processed for this re-analysis (not part of the article)

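RNA from exponentially growing B. subtilis was measured on 4 one-colour tiling arrays, 2 of the wild-type strain BSB1 and 2 of the Δhfq mutant. The authors labelled DNA copies of the RNA with Cy3, hybridized it, combined the probe signals into 1 value per transcript of their structural annotation, and quantile-normalized the values between experiments. The deposited values are on the log2 scale. The combination of probes, the background correction and the scanner software are not given in the sources used here. All 4 arrays have the same quartiles (7.50, 9.62 and 11.81), as quantile normalization produces. Such a normalization removes any change that moves most transcripts one way, and the normalized values carry no background level, so that a low value cannot be called absent.

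Conditions and replicate numbers were taken from the sample labels, and the OD600 of 0.5 from the methods. The labels name no slide. Array identifiers with a shared stem were read as slide 1 for both replicate 1 arrays, and the others as slides 2 and 3 for the replicate 2 arrays. Every sample column of the deposited table was used. Of the 5875 features, 138 had no value in any array and were left out, and no other filter was applied. Gene names were taken from the S1 Table and, for 4226 annotated features matched by locus tag, from the RefSeq annotation of the ASM904v1 assembly. Start and end in that annotation equal those of the S1 Table for 1555 of the 1573 locus tags present in both. The S1 Table was at hand in part, with the first 1999 of 5737 rows of its exponential and stationary phase sheets and all 158 rows of its list of differentially expressed genes. The 1999 exponential phase rows equal the deposited values in all 4 arrays within 1e-09.

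The strains were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, without a replicate term. The methods name limma and do not say whether such a term was used. The prior degrees of freedom were 2.22, and the total degrees of freedom 4.22. P-values were adjusted over the 5737 features by the Bonferroni-Holm method, with a threshold of 0.05. Gene lists were tested with camera at an inter-gene correlation of 0.01, and by fry. The difference within each replicate pair was taken as mutant minus wild-type of the same replicate number. Trends with signal were fitted by loess with a span of 0.3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.

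Before the data were examined, these genes were chosen to be named: hfq; the RNAs and genes the paper names in connection with exponential phase, sRNAs or toxin-antitoxin systems; the features within 5 kb of hfq; every feature past the threshold if at most 10; and the 5 highest and 5 lowest among features changed 2-fold the same way in both pairs. Part of the S1 Table had been seen at that point. Of the names in the list, 13 had a value and 3 (bsrE, ahrC and ymzE) had no exact match among the names used here and are not reported. Genes named outside this rule were chosen after their values were seen, and this is said where they appear. The alternatives, also set before the data were examined, were a replicate block, leaving out each array, another round of quantile normalization, median centring, filters on the mean log2 value (at least 8, or at least 10), trended and robust variance moderation, Benjamini-Hochberg adjustment and annotated genes alone.

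The procedure was tested on simulated data for 2 against 2 arrays over 5737 features, drawn with the feature means and spreads of these arrays. With 200 features changed by 8 on the log2 scale, 30.5% of them were recovered with Holm adjustment, and with no change 5.91% of the features had an unadjusted p under 0.05. These arrays were drawn independently and share no spread within a replicate number. In the deposited values, where such spread is shared, 0.0174% of the features had an unadjusted p under 0.05. The gene lists tested were the features that the S1 Table lists as higher or lower in stationary phase, and their sporulation, Spo0A, AbrB, SigH, SigD and SigM groups. Stationary phase values were used only as printed in the part of the S1 Table at hand, for the tests on growth phase and on its adjusted p-values. The probe-level profiles and the sequences of promoters and primers were not analysed here.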

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

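The count of features past the threshold between the strains was 0 in the limma fit and stayed at 0 under every alternative that could be run. These were the replicate block with Holm or Benjamini-Hochberg adjustment, each array left out, another quantile normalization, median centring, filters at a mean log2 value of 8 or 10, trended and robust moderation, Benjamini-Hochberg adjustment and annotated genes alone. The filter at 10 leaves out hfq, whose mean over the arrays is lower, so that its count says nothing on hfq. The number of features with an unadjusted p under 0.05 did move. It was 1 without a block, 20 with the replicate block, 193 without wild-type replicate 1, 133 without Δhfq replicate 1, 7 without wild-type replicate 2 and 1 without Δhfq replicate 2. With an array left out, the strain with a single array is assumed to vary like the other. A random replicate block was not run to a result, because limma's duplicateCorrelation gave an estimate for 0 features with 4 arrays.

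The log2 fold change of hfq lay between -5.12 and -4.67 with single arrays left out. Its Holm-adjusted p ranged from 0.213 to 1 over the alternatives and was 0.297 with the replicate block, where the log2 fold change was -4.90. The replicate numbers share a slide for replicate 1 only. As a check of the pairing, the deviations of same-numbered arrays from the strain means correlated at 0.46 across features. The replicate block changed no call after adjustment. The unadjusted p of glnK was 0.0543 without a block and 0.0095 with the replicate block.

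For the other named genes, none of the 104 values under the alternatives had an adjusted p under 0.05, and the sign turned in 18, each with a single array left out. The log2 fold change then lay between -0.99 and 2.47 for S512, -0.85 and 0.55 for S976, -1.78 and 1.28 for S415, -0.23 and 0.19 for S718, -0.54 and 0.44 for S1022, -0.24 and 0.52 for S1495, -0.20 and 0.54 for txpA, -0.18 and 0.19 for yebD, -1.01 and 0.0815 for ctaD, and -0.10 and 0.13 for ymaF. Leaving out 1 array lets the difference between replicates enter that between the strains, and the sign of S512, S976 and S415 did not differ between the replicate pairs. The signs of S357 and miaA held under each alternative that was run for them.

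At 1.5-fold in place of 2-fold, 4 features changed the same way in both replicate pairs. The correlation between the pairs was -0.38 by Spearman's method. The median of new regions minus that of annotated genes was 0.03 in all, -0.001 within replicate pair 1 and 0.08 within replicate pair 2. The camera p of the new regions was 0.0651, and 0.0974 with the filter at 8 and 0.069 with the replicate block. The counts for the replicate comparison and for the window around hfq stayed the same under their alternatives.

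Medians of the stationary phase lists with single arrays left out lay between -0.029 and 0.0192 for the features higher in the mutant in stationary phase, -0.0245 and 0.0065 for those lower, -0.32 and 0.23 for the sporulation category, -0.071 and 0.058 for Spo0A, -0.188 and 0.0473 for AbrB, -0.15 and 0.45 for SigH, -0.29 and 0.50 for SigD, and 0.12 and 0.49 for SigM. The median of AbrB was above 0 only without Δhfq replicate 2. Directions of camera also turned with 1 feature per transcription unit for the list of lower features (median 0.0152) and the sporulation category (0.019), and for the latter with the filter at 8 (0.011) and the replicate block (-0.0065). Only the SigM list passed in the fit without a block. The adjusted p of SigM was 0.002 and rose to 0.885 with an estimated correlation, to 0.968 by fry and to between 0.0678 and 0.561 with single arrays left out, while it was 0.0062 with the replicate block. Lists that passed only under an alternative were AbrB with the filter at 8 (adjusted p of 0.047), and without wild-type replicate 2 the sporulation category (0.0096), SigH (0.0378) and SigD (0.0059). The cause of these changes was not tested. The features carry no background measure, so that a limit by signal over background could not be set.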

Differences from the paper's values

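The test of the paper's column of adjusted p-values was chosen only after its values were seen. The values that the paper states for measures computed here, the numbers of annotated and new features and the log2 fold changes and adjusted p-values of the S1 Table for S512, S415, S357 and yebD, equal the values found here. For the log2 fold changes this follows from equal array values. All 1999 exponential phase adjusted p-values at hand are at the upper limit, so that their match does not check the paper's test or its adjustment.

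The paper states that the RNA profiles of exponentially growing cells are identical in both strains apart from the absence of hfq RNA. No feature passed the threshold of limma with Holm adjustment here, and 1, hfq, had an unadjusted p under 0.05. By the test and threshold of the methods, hfq did not pass either, with a log2 fold change of -4.90 and a Holm-adjusted p of 0.309 in limma. No alternative over all features brought hfq past the threshold, and the range of its adjusted p was 0.213 to 1. It passed only when adjusted over the named list alone (6.99e-04) or over the window around hfq alone (0.0011). The row of hfq in the paper's exponential phase sheet lies in the part not used here. Within replicate pair 2, the profiles differed at least 2-fold in 433 features, 220 higher and 213 lower in the mutant, and in 18 features within replicate pair 1.

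The legend of the S1 Table and the methods name Bonferroni-Holm for the adjusted p-values. A limma fit of the paper's stationary phase values, of which the first 1999 of 5737 rows were at hand, gives 1985 rows that Holm adjustment over 5737 features would put at 1. The paper's column holds values under 1 for all 1985, with a median of 0.606, which Holm adjustment of these p-values could not give.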

Other observations

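The tests in this part that were chosen only after the result was seen are those on signal trends, exchanged arrays or replicate numbers, slides, chance and cassette transcription around hfq, the share of small p-values and the form of p-value adjustment. The hypotheses on iron, catabolite repression and glnK arose from values already seen, and their tests used genes not yet looked at. Some of these genes lie beside genes looked at before, such as gntZ beside gntP, hutH beside hutP and fldN beside ykuO. The tests are therefore not independent of the values already seen.

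The differences between the Δhfq mutant and the wild-type ran in opposite directions in the replicate pairs, which the parts of the paper at hand do not report. Their correlation across features was -0.44, and at 2-fold 14 features moved apart against 1, hfq, that moved the same way (exact binomial test, two-sided, p = 9.77e-04, with features of one operon not being independent). At 1.5-fold, 95 moved apart and 4 the same way, and at 3-fold 0 moved apart and 1, hfq, the same way. The SD of the differences was 0.23 in pair 1, taken to share a slide, and 0.63 in pair 2. Chosen after their values were seen, the 10 genes of the pyr operon had a median difference of 3.23 in pair 2 (range 2.32 to 5.77) and of -0.29 in pair 1 (range -1.03 to -0.07). Also chosen in this way, lctE differed by 4.37 in pair 2 and by -0.22 in pair 1, the latter no larger in size than the SD of pair 1. Its value was 13.09 in mutant replicate 2, against 8.52 in mutant replicate 1 and 8.74 and 8.71 in the wild-type. Catabolic genes such as gntR and licB, chosen likewise, differed by -4.77 and -4.84 in pair 2, and by 0.41 and 1.36 in pair 1. For gntR, mutant replicate 2 alone stood apart, at 7.89 against 12.56 in mutant replicate 1 and 12.15 and 12.66 in the wild-type. For licB, the wild-type replicates differed as well, at 9.49 and 12.14. Part of these examples may thus rest on the single array of mutant replicate 2.

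Several explanations of this pattern were tested. Noise independent between features is argued against by neighbouring annotated genes (1938 pairs with a gap under 50 nt), whose differences correlated at 0.56 in pair 1 and 0.77 in pair 2, against 0.029 and -0.0026 for random pairs of genes. Features with few probes do not account for it, since the correlation between the pairs was -0.54 among the 1360 annotated genes of at least 1000 nt. Arrays exchanged between the strains are argued against by hfq, which differed by -4.87 in the pair with the smaller difference. Replicate numbers exchanged within one strain are not the cause either, since the correlation between the pairs was -0.66 with the numbers exchanged. Harvest at different distances from stationary phase could give opposite correlations with the paper's stationary minus exponential values, over the first 1999 features. These correlations were -0.0525 in pair 1 and -0.0264 in pair 2. A small shift within exponential growth need not follow those values, and a shift of a single culture would not give opposite signs, so that both stay open. A candidate explanation is that carbon catabolite repression differed between the cultures. In a list of 31 catabolite-repressed genes drawn up from general knowledge without looking at their values, 25 were higher in the mutant in pair 1 and lower in pair 2, and 0 the other way round. Neighbouring genes were counted singly, and some lie beside genes looked at before, so that this count is not an independent test. The medians of the 31 genes were 0.205 in pair 1 and -0.354 in pair 2. The second did not reach the limit of -0.5 set before these values were looked at, so that the test failed by that limit. It decides little, because 7 of the 31 genes lay under the first quartile in wild-type replicate 2 and had little room to fall. Their median in pair 2 was -0.15, and that of the other 24 was -0.89. This split was chosen after the values were seen and uses a value that also enters the difference, and xylA and xylB among the 24 were higher in the mutant, by 0.81 and 0.99. Catabolite repression stays open as an explanation. For 22 further genes of the kind whose values had been looked at, the medians were 0.67 and -3.27. A trend of the difference with signal level took at most 0.021% of the variance in either pair, but quantile normalization to one distribution leaves no linear trend, so that this value decides nothing. The effect of the slides cannot be told apart from that of the cultures, because each replicate 2 array was taken to lie on a slide of its own. Replicate 2 minus replicate 1 correlated between the strains at 0.46.

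Far fewer small p-values were found than chance gives, 1 feature with an unadjusted p under 0.05 against 287 for 5737 features without any change. Spread shared by arrays of the same replicate number cannot be the whole cause, since with the replicate block the share was 0.349%. With replicate 2 against replicate 1 as the contrast, 1451 features had an unadjusted p under 0.05 in limma and 0 passed Holm or Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.154 by the latter. At least 2-fold differences between replicates ran the same way in both strains in 246 features and opposite ways in 41.

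FsrA (S512) is an RNA made under iron limitation, and it was higher in replicate 2 than in replicate 1 by 2.27 in the wild-type and by 3.46 in the mutant. The dhb genes for a siderophore, chosen after their values were seen, were higher in replicate 2 as well. Their rise ran from 0.70 (dhbF) to 2.27 (dhbA) in the wild-type. In the mutant it ran from 3.75 (dhbA) to 4.14 (dhbB). A candidate explanation is a stronger response to iron limitation in the replicate 2 cultures. A list of 19 iron-uptake genes, drawn up from general knowledge without looking at their values, had a median difference between replicates of 0.80 in the wild-type and 0.73 in the mutant, and 15 of 19 were higher in replicate 2 of both strains. The 9 genes looked at before were all higher in the mutant in both pairs, with medians of 0.44 and 2.06. The 19 genes not looked at before did not show a stronger response in the mutant by the limit set before their values were looked at, a median of 0.2 in both pairs. The medians were 0.122 in pair 1 and 0.205 in pair 2. A smaller difference stays open, since 13 were higher in the mutant in both pairs and 1 lower in both. Camera with a preset correlation gave a p of 0.002 for these 19 genes, and fry gave 0.737. With the replicate block, camera gave a p of 8.24e-06 and fry one of 0.186, so that the 2 tests differed in either fit.

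Next to hfq, ymzC was higher in the mutant by 0.31 in pair 1 and 1.03 in pair 2, and miaA by 0.45 and 0.39. Transcription reading on from the cat gene that replaces hfq may raise ymzC, but of the 7 features behind ymzC in the window that are not known to lie on the opposite strand, 0 were higher in both pairs. These 7 features had log2 values of at least 11.47 in every array, to which transcription reading on from the resistance cassette would add little, so that the count decides nothing and the explanation stays open. Chance is not excluded either, since 1.08% of all features changed as much as ymzC in one direction in both pairs. For independent features, this gives a chance of 18.7% that at least 1 of 19 features does so, but neighbouring genes are not independent. The value also counts any of the 19 features in either direction. Of 5737 features, 45 were higher in the mutant by as much as ymzC in both pairs.

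Besides hfq, 3 features changed at least 1.5-fold the same way in both pairs, and they are named here after their values were seen. They were glnK, by -0.86 in both pairs, and the regions new_2265144_2265224_c, by 0.615 and 1.21, and new_3292297_3292406_c, by 0.66 and 1.70. The last region directly adjoins dhbA (positions 3291511 to 3292296), which differed by 0.57 in pair 1 and 2.06 in pair 2. It is therefore not an observation separate from the dhb genes above. The unadjusted p of glnK from limma was 0.0543 and its adjusted p was 1. The adjacent gene amtB differed by -1.07 in pair 1, as glnK fell, and by 0.12 in pair 2. Its values in pair 2, 7.20 and 7.32, lay under the first quartile of the arrays and left little room to fall, so that measurement noise of a single feature stays open for glnK.

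The lists of genes that the paper finds changed in stationary phase did not shift in exponential phase. The 88 features higher in the mutant in stationary phase had a median log2 fold change of 0 here, and the 69 lower ones -0.015, with a larger adjusted camera p of 0.915. That the changes begin in exponential phase was not shown, and a small shift could not be excluded with 2 arrays per strain. Of the regulator lists, SigM (7 features) had a median of 0.22, with 4 features higher in both pairs and an adjusted camera p of 0.002, which was lost by fry (0.968). The median and adjusted camera p were 0.11 and 0.194 for SigH (7 features), 0.14 and 0.194 for SigD (5 features) and -0.06 and 0.194 for AbrB (12 features). They were 0.02 and 0.915 for Spo0A (27 features) and -0.0065 and 0.915 for the sporulation category (27 features). The Spo0A and sporulation lists differ in size from the gene counts in the paper's text, so these values hold for the lists tested here only.

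Of the genes the paper discusses for other conditions, the log2 fold change in exponential phase was 0.22 (standard error 0.22) for S357, -0.05 (standard error 0.52) for S1022, 0.14 (standard error 0.39) for S1495, 0.17 (standard error 0.35) for txpA, 0.00 (standard error 0.27) for yebD and -0.46 (standard error 0.45) for ctaD. S357 was higher by 0.24 and 0.21 in the pairs, on values between 5.99 and 6.265 near the floor of the arrays. The Holm-adjusted p of each of these 6 was 1.

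The adjusted p-values of the paper's stationary phase table may come from Benjamini-Hochberg in place of Bonferroni-Holm. Of the rows that a recomputed Holm adjustment puts at 1, 100% lie under 1 in the table. A Benjamini-Hochberg adjustment recomputed on the 1999 rows at hand differed from the table by a median of 0.0179 and correlated with it at 0.999 across rows. If the column holds Benjamini-Hochberg values, at most 15 of the 158 listed features could have a Holm-adjusted p under 0.05.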
